# The Histone H3K27 Methylation Mark Regulates Intestinal Epithelial Cell Density-Dependent Proliferation and the Inflammatory Response

**DOI:** 10.1002/jcb.24463

**Published:** 2012-11-28

**Authors:** Naomie Turgeon, Mylène Blais, Jean-François Delabre, Claude Asselin

**Keywords:** H3K27, IEC-6, INFLAMMATION, PROLIFERATION, INTESTINAL EPITHELIAL CELL, STAT3, P38, Suz12

## Abstract

Polycomb-group proteins form multimeric protein complexes involved in transcriptional silencing. The Polycomb Repressive complex 2 (PRC2) contains the Suppressor of Zeste-12 protein (Suz12) and the histone methyltransferase Enhancer of Zeste protein-2 (Ezh2). This complex, catalyzing the di- and tri-methylation of histone H3 lysine 27, is essential for embryonic development and stem cell renewal. However, the role of Polycomb-group protein complexes in the control of the intestinal epithelial cell (IEC) phenotype is not known. We show that Suz12 and Ezh2 were differentially expressed along the intestinal crypt-villus axis. ShRNA-mediated Suz12 depletion in the IEC-6 rat crypt-derived cell line decreased Ezh2 expression and H3K27 di-trimethylation. Suz12-depleted cells achieved higher cell densities after confluence, with increased cyclin D2 and cyclin D3 protein levels, and increased STAT3 activation in post-confluent cells. Suz12 depletion specifically increased mostly developmental, cell adhesion and immune response gene expression, including neuronal and inflammatory genes. Suz12 depletion directly and indirectly de-regulated the IL-1β-dependent inflammatory response, as demonstrated by decreased MAPK p38 activation as opposed to JNK activation, and altered basal and stimulated expression of inflammatory genes, including transcription factors such as C/EBPβ. Of note, this positive effect on cell proliferation and inflammatory gene expression was revealed in the absence of the cyclin-dependent kinase inhibitor p16, a main target negatively regulated by PRC2. These results demonstrate that the PRC2 complex, in addition to keeping in check non-IEC differentiation pathways, insures the proper IEC response to cell density as well as to external growth and inflammatory signals, by controlling specific signaling pathways. J. Cell. Biochem. 114: 1203–1215, 2013. © 2012 Wiley Periodicals, Inc.

Rapid intestinal epithelial cell (IEC) turnover is regulated and maintained by a population of intestinal crypt stem cells, which give rise to all IEC lineages [Scoville et al., 2008]. Differentiated enteroendocrine cells, enterocytes, and goblet mucus-producing cells reside in intestinal villi, as opposed to Paneth cells which occupy the crypt compartment and secrete antimicrobial peptides. While many different molecular pathways regulate the differentiation or maintenance of the undifferentiated state of stem cells, including IEC stem cells [Van der Flier and Clevers, 2009], the extent of epigenetic-dependent transcriptional mechanisms in the control of IEC proliferation and differentiation remains to be determined.

Polycomb Group (PcG) proteins are one class of negative epigenetic transcriptional regulators controlling among others, the expression of homeotic (Hox) genes in *Drosophila* and in mammals, by maintaining their repressive transcriptional state [Simon and Kingston, 2009]. Genetic studies demonstrate that PcG protein mutations lead to inappropriate Hox gene expression, resulting in flies with transformed body segments. PcG containing complexes silence gene expression through the formation of multiprotein complexes remodeling as well as compacting chromatin, leading to transcriptional inhibition of genes associated with these regions [Sauvageau and Sauvageau, 2010]. In mammals, PcG complexes include the Polycomb repressive complexes (PRC) PRC1 and PRC2. Of these, PRC2 is composed, among others, of the histone methyltransferase Enhancer of Zeste protein-2 (Ezh2), the Embryonic Ectoderm Development protein (Eed), the Suppressor of Zeste-12 protein (Suz12), and the histone-binding proteins RbAp46/48 [Jones and Wang, 2010; Margueron and Reinberg, 2011]. When recruited to chromatin, the PRC2 Ezh2 methyltransferase di- and tri-methylates histone H3 on lysine 27 (H3K27me2 and H3K27me3). This histone modification is recognized by the PRC1 complex, which establishes PcG-mediated repression. Genome-wide localization studies in embryonic stem cells have uncovered H3K27 methyl mark enrichment in many developmental regulator genes, including Hox genes. In addition, both the negative H3K27me3 mark and the positive H3K4me3 mark are present in bivalent domains found in genes regulated during embryonic stem cell differentiation [Bernstein et al., 2006; Mikkelsen et al., 2007]. PRC2 subunits are essential for embryonic development and stem cell differentiation, as shown by Ezh2 depletion [O'Carroll et al., 2001; Pasini et al., 2004]. The Ezh2 methyltransferase controls skeletal muscle differentiation [Caretti et al., 2004], B cell development [Su et al., 2003], pancreatic β-cell regeneration [Chen et al., 2009a] and epidermal differentiation [Ezhkova et al., 2009]. Suz12 is required for embryonic stem cell differentiation, PRC2 histone methyltransferase activity, and Ezh2 stability [Cao and Zhang, 2004; Pasini et al., 2004; Pasini et al., 2007]. While PRC2 plays a major role in maintaining stem-cell pluripotency [Jones and Wang, 2010], PRC2 inactivation leads to cell-specific differentiation defects [Prezioso and Orlando, 2011], such as increased myoblast differentiation [Caretti et al., 2004] or decreased adipocyte differentiation [Wang et al., 2010]. In addition to their cell fate regulatory functions, PcG proteins regulate cell proliferation, notably through repression of the cyclin-dependent kinase inhibitor p16 locus [Maertens et al., 2009]. While PRC2 protein levels are increased in a number of cancers, the identification of various mutations altering PcG protein functions suggests both tumor suppressive as well as oncogenic roles [Sauvageau and Sauvageau, 2010].

However, the exact role of PRC2 and the H3K27 methyl mark in the control of IEC gene expression is not known. We addressed the role of PRC2 by downregulating one component of the PRC2 complex, namely Suz12, in the IEC-6 rat intestinal epithelial cell line derived from intestinal crypt cells of weaned rats [Quaroni and May, 1980]. We show that Suz12 depletion in IEC-6 cells deregulates differentiation-specific genes, and alters density-dependent cell proliferation as well as cell-intrinsic inflammatory responses through specific signaling pathways. These results demonstrate that the PRC2 complex, in addition to keeping in check non-IEC differentiation pathways, insures the proper IEC response to cell density as well as to external growth and inflammatory signals.

## MATERIAL AND METHODS

### Cell Culture

The rat intestinal epithelial cell line IEC-6, derived from 18- to 24-day-old rat small intestine, displays an undifferentiated small intestinal crypt cell phenotype, a normal karyotype and is not tumorigenic [Quaroni and May, 1980]. Cells were grown in Dulbecco's modified Eagle medium (DMEM) with 5% fetal bovine serum (FBS). When needed, cells at 80% confluence were stimulated with IL-1β (10 ng/ml; BioShop Canada, Inc., Burlington, ON).

### Retroviral Infection

Multiple shRNA lentiviral constructs were tested in IEC-6 cells for their ability to down-regulate Suz12 expression (MISSION shRNA lentiviral transduction particles, Sigma–Aldrich Canada, Oakville, ON). Forty percent confluent cells were infected in medium supplemented with 4 µg/ml polybrene (Sigma–Aldrich Canada) for 6 h. Two days after infection, cell populations were selected with 2 µg/ml puromycin (Sigma–Aldrich Canada). The clone TRCN0000038728 was selected: the shRNA against Suz12 (GCTGACAATCAAATGAATCAT) is conserved in rat (accession number FM084383), murine (accession number NM_199196) and human (accession number NM_015355.2) Suz12 sequences. Efficiency of infection was estimated at 25%.

### Cell Growth Measurement

Ten thousand control or ShSuz12 IEC-6 cells were plated in each well. Cell growth was measured between 4 and 23 days with a cell particle counter (Z1 Series Coulter Counter, Beckman Coulter, Etobicoke, ON). Each experiment was done three times in triplicate. Results were analyzed by ANOVA, and were considered statistically significant with *P* ≤ 0.05. Results are representative of three independent experiments.

### Cell Fractionation Along the Crypt-Villus Axis

Murine jejunum and ileum segments inverted onto polyethylene tubing were washed extensively with KRP buffer, pH 7.5, as described previously [Boulanger et al., 2005]. Segments were incubated with ice-cold isolation buffer (2.5 mM EDTA and 0.25 mM NaCl), and cell suspension was recovered, at every 2 min interval, at 1,500 RPM for 5 min. After an ice-cold KRB buffer wash, pellets were lysed in chilled Triton lysis buffer (150 mM NaCl, 1 mM EDTA, 40 mM Tris, pH 7.6, 1% Triton X-100, 0.1 mM PMSF, 10 µg/ml leupeptin, 1 µg/ml pepstatin, 10 µg/ml aprotinin, 0.1 mM orthovanadate, and 40 mM β-glycerophosphate).

### Western Blot Analysis

Nuclear extracts were prepared as described previously [Gheorghiu et al., 2001]. Histones from control and ShSuz12 IEC-6 cells were isolated as described before [Désilets et al., 2000]. Nuclei resuspended in 0.1 ml H_2_SO_4_ 0.4 N were incubated at 4°C for 2 h. After overnight incubation at −20°C with 1 ml acetone, histones were resuspended in Laemmli buffer (62.5 mM Tris–HCl, pH 6.9, 2% SDS, 1% β-mercaptoethanol, 10% glycerol, and 0.04% bromophenol blue). Total cellular extracts from sub-confluent or 5-day confluent control or ShSuz12 IEC-6 cells were prepared as done before and diluted in Laemmli buffer [Gheorghiu et al., 2001]. To measure MAPK p38 (Mapk14) or JNK (Mapk8) activation, confluent control or ShSuz12 IEC-6 cells were induced with 10 ng/ml of IL-1β for 10 min, 30 min and 2 h. Protein concentrations were measured by the Bradford method (Bio-Rad Protein Assay kit, Bio-Rad Laboratories, Mississauga, ON) or BCA method (Pierce BCA Protein Assay Kit, Thermo Scientific, Rockford). Proteins were loaded on a 15% for histones, or a 10% SDS–polyacrylamide gel and electroblotted on a PVDF membrane (Roche Molecular Biochemicals, Laval, QC). Membranes were incubated with rabbit, mouse or goat polyclonal antibodies against Ezh2, Stat3, and phospho-Stat3 (Tyr705), NF-κB p65 (Rela) and phospho-NF-κB p65 (Ser536; New England Biolabs, Mississauga, ON); β-catenin (Ctnnb1; Abcam, Cambridge, MA); activated β-catenin (antibody recognizing dephosphorylated Ser37 or Thr41), Suz12, acetyl histone H3, acetyl histone H4, trimethyl-histone H3 (Lys27), phospho-histone H3 (Ser10), actin and Cyclin D3 (Ccnd3; Millipore, Billerica, MA); Pcna (Calbiochem, Cambridge, MA); CyclinD (Ccnd1, Ccnd2), laminB (Lmnb1), C/EBPβ and HoxB13 (Santa Cruz Biotechnology, Santa Cruz, CA); JNK (Mapk8), phospho-JNK (Thr183/Tyr185), p38 (Mapk14), and phospho-p38 (Thr180/Tyr182; New England Biolabs, Mississauga, ON) overnight at 4°C. Immune complexes were detected with the Amersham ECL™ Western Blotting detection reagents (GE Healthcare, Buckinghamshire, UK) according to the manufacturer's instructions. When needed, quantification of band intensity was performed with the Quantity One software (Bio-Rad Laboratories). Results are representative of two or three independent experiments.

### Microarray Analysis

Control or ShSuz12 IEC-6 cell total RNAs were isolated with the Rneasy kit (Qiagen, Mississauga, ON, Canada), according to the manufacturer's instructions. RNA samples from three independent experiments were used for microarray analysis. cDNA preparation, microarray assay and primary analysis were performed at the Microarray platform of the McGill University and Genome Quebec Innovation Centre, using standard Affimetrix protocols and subsequent hybridization on Affymetrix GeneChip Rat Genome RAE230 2.0 arrays representing over 28,000 rat genes. Data analysis, normalization average difference and expression measurements were performed using Flexarray software version 1.6.1. Background correction and normalization were done with the robust multi-array average (RMA) algorithm. Significant statistical differences were calculated using Student's *t*-test. The cut-off for statistical significance was set at a *P*-value of 0.05 or below. Gene ontology searches were performed using “Database for Annotation, Visualization, and Integrated Discovery, version 2008” and GOTERM_BP_ALL annotations (DAVID: http://david.abcc.ncifcrf.gov/) [Dennis et al., 2003] or with the Transcriptome, ontology, phenotype, proteome, and pharmacome annotations based gene list (ToppGene) suite (http://toppgene.cchmc.org/) [Chen et al., 2009b]. We also searched for molecular signatures by comparing our dataset to the collection of annotated gene sets MsigDB (http://www.broadinstitute.org/gsea/msigdb/index.jsp). The same parameters were used for all analysis.

### Semi-Quantitative RT-PCR Analysis

Total cellular RNAs from ShControl or ShSuz12 IEC-6 cells, treated with or without IL-1β for 4 or 24 h were prepared with the Rneasy kit (Qiagen). cDNAs were synthesized using oligo(dT) and Superscript II reverse transcriptase (Invitrogen, Frederick, MD), following the manufacturer's protocol. cDNA products were amplified with the Taq PCR Master Mix Kit (Qiagen) using PCR primers designed against the corresponding *Rattus norvegicus* cDNAs for achaete-scute complex homolog 1 (Ascl1), calcitonin receptor (Calcr), amiloride-sensitive cation channel 1 (Accn1), Necdin (Ndn), solute carrier family 6 (neutral amino acid transporter), member 15 (Slc6a15), ALX homeobox 1 (Cart1 or Alx1), UDP glycosyltransferase 8 (Ugt8), Hu antigen B (Elavl2), homeobox B13 (Hoxb13), insulin-like growth factor binding protein 5 (Igfbp5), SIX homeobox 3 (Six3), WNT inhibitory factor 1 (Wif1), dickkopf 2 (Dkk2), dual specificity protein phosphatase 2 (Dusp2), dual specificity protein phosphatase 8 (Dusp8), interleukin 6 (Il6) in order to generate 300–400 bp amplified products (Supplementary Table I; http://biotools.umassmed.edu/bioapps/primer3_www.cgi). Expression of cell cycle regulators, namely Ccnd1, Ccnd2, Cdkn1a (p21), Cdkn1b (p27), and Cdkn1c (p57), was also determined. To assess the IL-1β response in both cell lines, we selected IL-1β-induced targets we have identified in IL-1β induced IEC-6 cells, namely Ccl2, Ccl5, Cxcl1, Cxcl2, Cxcl10, and thiostatin (Kng1; Supplementary Table I). cDNA amplification was performed by a first 94°C cycle for 5 min, followed by 26 cycles of 1 min at 94°C, 1 min at 62°C, and 1 min at 72°C, and a final 10 min cycle at 72°C. Relative quantification was determined by glyceraldehyde-3 phosphate-dehydrogenase (Gapdh) amplification. Amplified PCR products were separated on a 1.4% agarose gel and visualized by ethidium bromide staining. Results are representative of two to three independent experiments.

### Chromatin Immunoprecipitation Assays

Chromatin immunoprecipitation (ChIP) assays were performed as previously described [Blais et al., 2007], with an EZ CHIP assay kit (Millipore). Control or ShSuz12 IEC-6 cells were crosslinked with 1% formaldehyde for 10 min at 37°C. Chromatin was immunoprecipitated with rabbit polyclonal antibodies against trimethyl histone H3 (Lys27) and dimethyl histone H3 (Lys4; Millipore). One percent of the lysate was used to verify the amount of DNA for each immunoprecipitation. Purified immunoprecipitated DNA was diluted 1:20 before amplification of Ncd (primers −230 to −211 (5′-TCCCCACTATCACCCATCTC-3′) and −35 to −16 (5′-GTGCGCTTTACTGAGCACTG-3′) rat promoter sequences. Amplified DNAs were separated and visualized on a 2% agarose gel. Experiments were performed three times independently.

### Cytokine Secretion Assay

To assess cytokine and chemokine protein expression, supernatants from confluent control and Suz12-depleted cells were recovered, diluted and mixed with biotinylated detection antibodies. The sample and antibody mixture was incubated with the Rat Cytokine Array Panel A membrane (Proteome Profiler Array, R&D Systems, Minneapolis, MN), allowing the detection among others, of Cxcl1, Cxcl2, Cxcl10, Ccl5, and Il6. Of note, the expression of these targets have also been evaluated by semi-quantitative RT-PCR. The immune complex was revealed by Streptavidin-HRP and chemiluminescent detection reagents. Fluorescence intensity was measured with a Microarray scanner.

## RESULTS

### Suz12 Is Expressed in a Crypt-to-Villus Gradient in the Murine Intestinal Epithelium

We first determined the Suz12 and Ezh2 pattern of expression along the murine jejunum crypt-villus axis. Both Suz12 and histone methyltransferase Ezh2 proteins, as well as PCNA, a marker of cell proliferation, displayed a decreasing gradient of expression from the crypt to the villus, as determined by Western blot analysis of IEC crypt to villus protein fractions (Fig. 1). Thus, the PCR2 components Suz12 and Ezh2 are mostly expressed in non-differentiated proliferative crypt IEC.

**Fig. 1:**
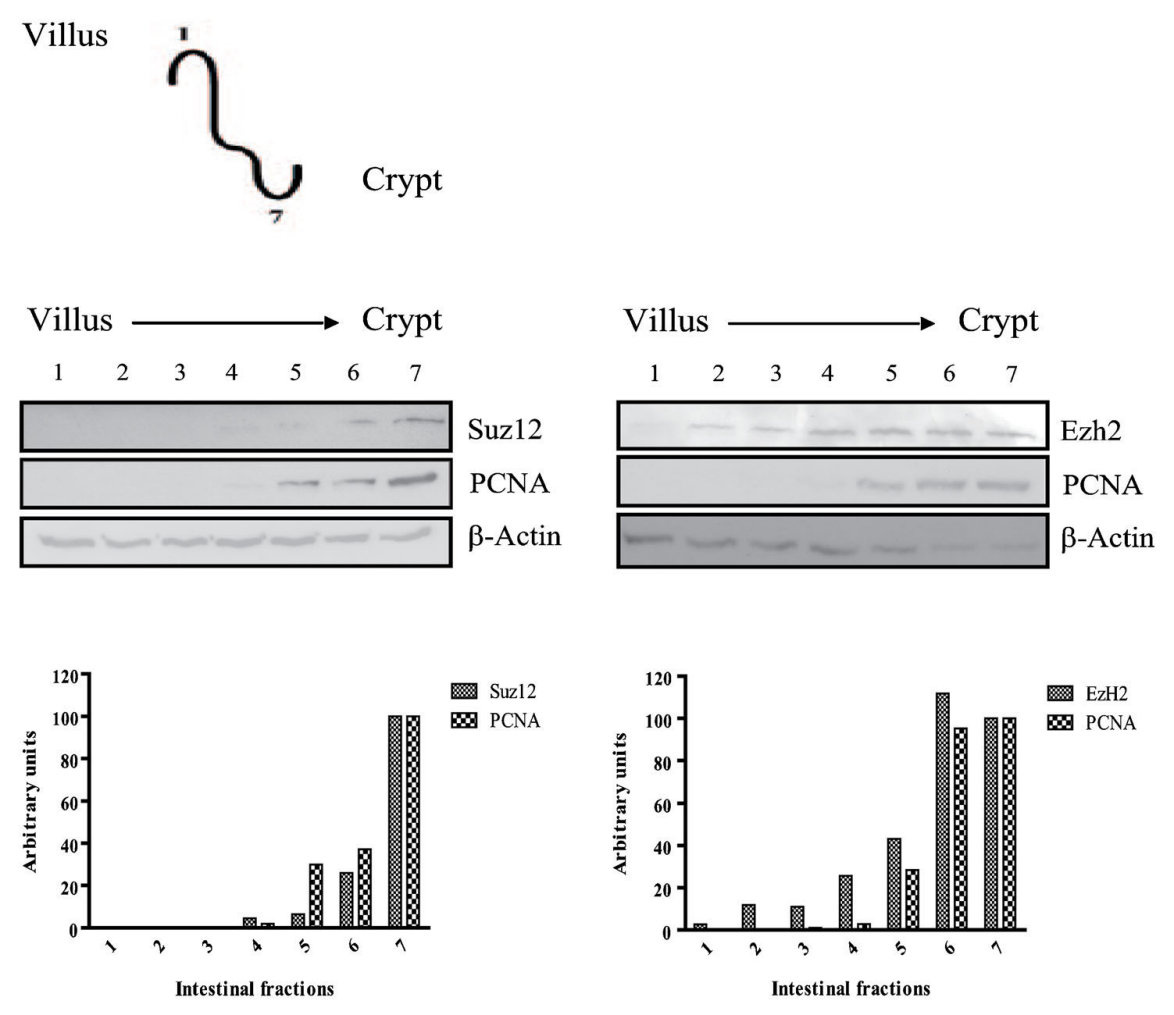
Suz12 and Ezh2 are differently expressed along the murine intestinal crypt-villus axis. Murine crypt and villus epithelial cell fractions (1–7) were analyzed for Suz12, Ezh2, PCNA, and actin expression by Western blotting. The villus to crypt gradient is indicated. The histograms indicate the ratio of Suz12, Ezh2 and PCNA band intensities normalized to β-actin. Relative quantification of band intensity was performed with the Quantity One software. Results are representative of two independent experiments.

### Suz12 Depletion in IEC-6 Cells Results in a Loss of H3K27 Trimethylation

Suz12 is a component of the PRC2 complex containing the histone methyltransferase Ezh2 implicated in transcriptional silencing and differentiation [Margueron and Reinberg, 2011]. To investigate the role of Suz12 and the H3K27 methylation mark in IEC, we generated by retroviral infection an IEC-6 rat intestinal epithelial cell line expressing a ShRNA against Suz12. A control cell line was obtained by infection with a Sh scrambled vector. We observed by immunoblotting a decrease of both Suz12 and Ezh2 protein expression (Fig. 2A). This correlated with decreased global H3K27 trimethylation levels (Fig. 2B). In contrast, H3 and H4 acetylation (Fig. 2B), as well as H3K4, H3K9 and H3K36 dimethylation levels (data not shown), were not altered in Suz12-depleted cells. Thus, Suz12 depletion leads to reduced Ezh2 protein and global H3K27 methylation levels.

**Fig. 2:**
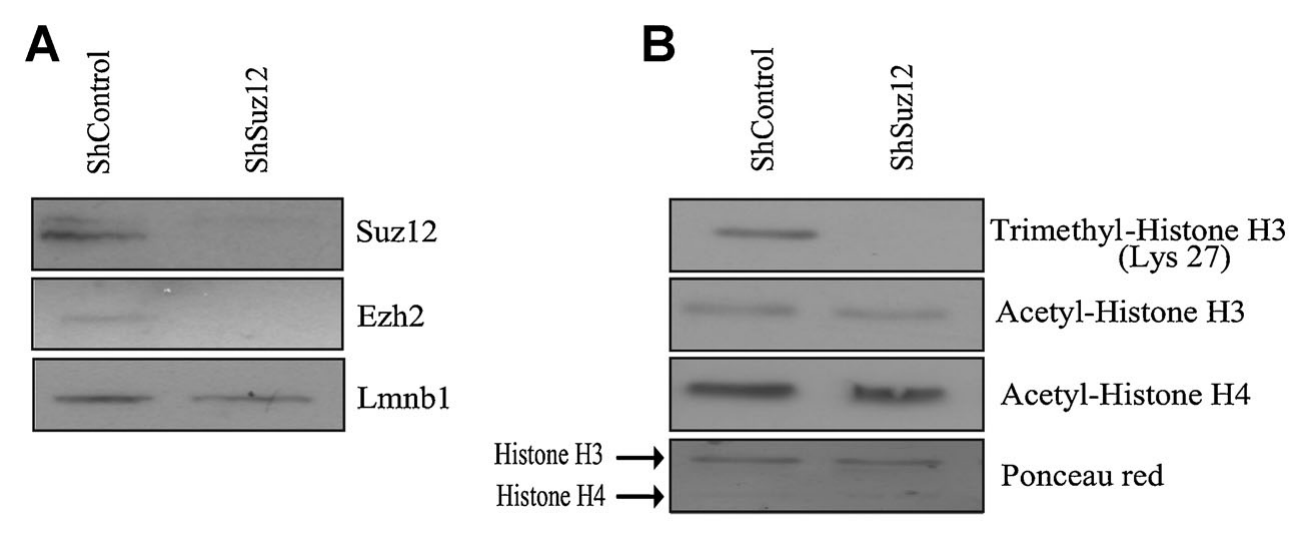
Suz12 depletion leads to Ezh2 and H3K27 trimethylation loss in intestinal epithelial cells. A: IEC-6 cells were stably infected with lentiviruses encoding a control short hairpin RNA (shRNA, scrambled sequence) or encoding a Suz12-specific shRNA. After puromycin selection, nuclear extracts were prepared and separated by SDS–PAGE. Suz12, Ezh2, and laminB (Lmnb1) expression was analyzed by Western blotting. B: ShControl and ShSuz12 IEC-6 cell histones were separated by SDS–PAGE. H3K27 trimethylation as well as H3 and H4 acetylation levels were assessed by Western blot with specific antibodies. Ponceau Red was used to stain the membranes in order to verify the amount of histones loaded. Results are representative of two independent experiments.

### Suz12 Depletion Alters IEC-6 Cell Density-Dependent Proliferation

Suz12-depleted cells grew to higher cell densities after confluence, in contrast to control cells (Fig. 3A). In addition, ShSuz12 cell proliferation was increased in conditions of serum deprivation, as opposed to control cells, as determined by a MTT proliferation assay (data not shown). Western blot analysis showed an increase in H3Ser10 phosphorylation, a histone modification correlating with cell proliferation [Dong and Bode, 2006], along with increases of both Ccnd2 and Ccnd3 protein levels, in confluent Suz12-depleted cells, in contrast to a decrease in Ccnd1 levels (Fig. 3B–D). Indeed, while semi-quantitative RT-PCR analysis confirmed decreased Ccnd1 mRNA levels, Ccnd2 mRNAs were induced in Suz12-depleted cells (Fig. 3E). In addition, expression of cyclin-dependent kinase inhibitors was modified. While both Cdkn1a and Cdkn1c mRNA levels were increased, Cdkn1b expression was abrogated in Suz12-depleted cells (Fig. 3E). Of note, the p16 cyclin-dependent inhibitor Cdkn2a protein and mRNA were absent both in control as well as Suz12-depleted cells [Boucher et al., 2004; data not shown]. In addition, p42/p44 MAPK phosphorylation levels were higher in serum-starved ShSuz12 cells stimulated with serum (data not shown). Thus, Suz12 depletion results in a decrease in IEC-6 cell density control, and increased independence to growth factors. This correlates with increased expression of positive G1 regulators of cell control. Furthermore, the absence of one PRC2 target, namely Cdkn2a [Maertens et al., 2009], reveals cell growth properties resulting from H3K27me inhibition.

**Fig. 3:**
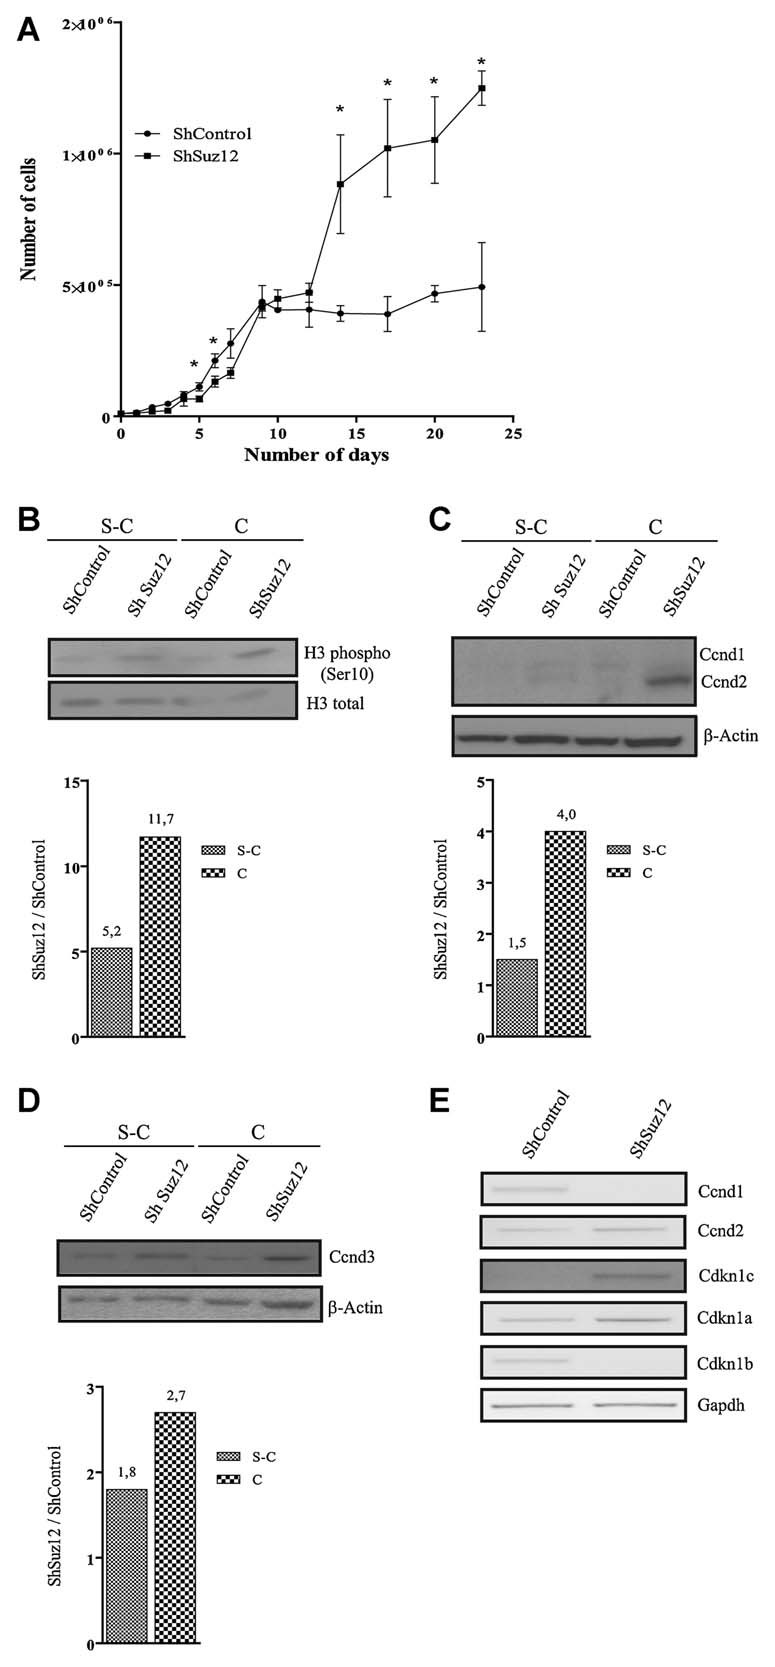
Suz12 depletion alters intestinal epithelial cell proliferation. Cell growth of ShControl and ShSuz12 IEC-6 cells was measured by cell counting between 4 and 23 days. Error bars represent the SEM of a representative experiment repeated more than three times, and done in triplicate (A). Twenty-five microgram of whole cell protein extracts from sub-confluent (s-c) or 5-day confluent (c) ShControl and ShSuz12 IEC-6 cells were separated by SDS–PAGE and transferred to PVDF membranes for Western blot analysis of histone H3 and phospho-histone H3 (Ser10; B), Cyclin D1 (Ccnd1), Cyclin D2 (Ccnd2), and actin as a loading control (C), Cyclin D3 (Ccnd3) and actin as a loading control (D). The histograms indicate the ratio of sub-confluent and confluent ShSuz12 versus ShControl band intensities normalized to β-actin. Relative quantification of band intensity was performed with the Quantity One software. Results are representative of two independent experiments. E: Total RNAs were isolated from confluent control or Suz12 depleted cells. Expression levels of Ccnd1, Ccnd2, p21 (Cdkn1a), p27 (Cdkn1b), and p57 (Cdkn1c) were verified by semi-quantitative RT-PCR, with Gapdh as a loading control. The amplified products were separated on 1.5% agarose gels. Results are representative of two independent experiments.

### Suz12 Depletion in IEC-6 Cells Deregulates Differentiation-Specific Genes, Such as Neuronal Genes, and Inflammatory Genes

To determine the impact of Suz12 depletion on global IEC-6 cell gene expression patterns, we performed a gene expression microarray analysis. 

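Suz12, the PRC2 subunit targeted by the short hairpin RNA, was lower on every ShSuz12 array. Its probe set had log2 values of 8.45, 8.55 and 8.77 in the 3 ShControl samples and of 5.82, 5.77 and 5.91 in the 3 ShSuz12 samples, a log2 fold change of -2.76 (standard error 0.09, adjusted p = 2.78e-07 from limma). Ezh2, the histone methyltransferase of PRC2, fell by 0.61 on the log2 scale at its brightest probe set (standard error 0.07, adjusted p = 2.25e-04), which is less than 2-fold. It also fell by 0.61 at another (adjusted p = 1.34e-04) and had a value of -0.11 at the dimmest (adjusted p = 0.255). Eed, another core subunit of PRC2, had a log2 fold change of -0.11 (adjusted p = 0.173), and Kdm6b, an H3K27 demethylase, rose by 0.69 (adjusted p = 1.67e-04). Among 19 measured members of a list of PRC2 and PRC1 subunits and related genes, 1 was at least 2-fold lower (Suz12), 0 were higher and 18 were not called, with the same 1 lower when adjusted over the list alone. That list did not differ from the other genes (adjusted p = 0.602 from camera). Of 15 reference genes 10 were measured, and none changed by 2-fold, by limma with or without adjustment of p or by the methods' t-test. The reference list gave an adjusted p of 0.471 from camera. Without the 2-fold limit, 1 of the 10 was higher and 4 were lower at an adjusted p under 0.05 from limma. Their log2 fold changes ran from -0.32 to 0.64, so smaller shifts of reference genes were present.
RNA came from 3 independent experiments with ShControl cells and 3 with ShSuz12 cells, both made from IEC-6, a non-tumorigenic rat cell line with the features of undifferentiated small intestinal crypt cells. It was hybridized to 6 Affymetrix rat genome arrays. The authors used FlexArray 1.6.1 with RMA, which corrects the background, normalizes the arrays to each other and gives 1 log2 value for each probe set on each array. From these deposited log2 values, 31042 probe sets were compared between the 2 groups with limma, after 57 control probe sets were left out, and p was adjusted by Benjamini-Hochberg over all of them. A probe set was called at an adjusted p under 0.05 and a difference of at least 2-fold. A gene was counted in a list by its brightest probe set with 1 gene symbol, and 28 gene lists were fixed before the data were examined. The 4 of them from Supplementary Table V hold genes that the paper chose partly from these arrays, and the values in Supplementary Table II had been seen. With camera, which compares a list with all other genes, 20 lists passed at the preset correlation between genes of 0.01, these 4 included. When that correlation was estimated, 13 of them still passed, 2 of these 4 included, and the lists of acute phase, imprinted, MAPK and Wnt ligand genes, of inflammatory regulators and of genes with H3K4 or H3K27 methylation alone did not. The estimate was below 0.01 for the Wnt ligand (-0.004), MAPK (0.0098) and H3K27 alone (-0.46) lists. A higher correlation is therefore not why these did not pass. It was above 0.01 for the acute phase, imprinted, inflammatory regulator and H3K4 alone lists. The array medians were 6.15 to 6.17 in ShControl and 6.26 to 6.27 in ShSuz12 samples, a difference of 0.10 between the groups, and the median log2 fold change of all probe sets was -0.05. Across probe sets, which are not independent replicates, Pearson's r was 0.997 to 0.998 between arrays of 1 group and 0.979 to 0.980 between the groups. The number of arrays limits the precision, and each group is 1 cell line.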

We selected genes significantly expressed (at least two strong signals (P) detected from triplicate and *P* < 0.05), by comparing gene expression in Suz12-depleted and control cells. 

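Selenop, which encodes a secreted selenium transport protein, rose by 5.61 on the log2 scale (standard error 0.09, adjusted p = 8.61e-09 from limma), from 3.63 ± 0.16 (SD, n = 3) in ShControl cells, at percentile 8.17 of the array, to 9.23 ± 0.06 (SD, n = 3) in ShSuz12 cells. A dimmer Selenop probe set had a log2 fold change of 0.10 (adjusted p = 0.402). Gjb2, a gap junction connexin, rose by 5.14 (standard error 0.07), and Spp1, the secreted phosphoprotein osteopontin, rose by 4.98 (standard error 0.06) from a level already above the array median. Bex4 rose by 5.11 and the transcription factor Maf by 5.08. The probe sets of Arxes1 and Arxes2, which are near-identical genes and may share signal, both rose by 5.35. Colec12, a scavenger receptor, rose by 4.76, and Serpine2, a secreted serine protease inhibitor, by 4.72.
At an adjusted p under 0.05 from limma, 10661 probe sets differed between ShSuz12 and ShControl cells, 4607 of them higher and 6054 lower. With the added limit of 2-fold, 961 probe sets were higher, 206 of them over 5-fold and 77 over 10-fold. In each of these 961, the 3 ShSuz12 values all lay above the 3 ShControl values. Over all probe sets, 47.5% had groups that did not overlap in either direction, where chance gives 10%, and the smallest p that an exact permutation test of 3 against 3 arrays allows is 0.1. The methods' t-test, at its P of 0.05 or below and 2-fold, selected the same 961 probe sets.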

Expression of 961 genes was increased at least two times in ShSuz12 IEC-6 cells. In contrast, 124 genes displayed twofold decreased expression. 

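Capn9, a calpain protease of the digestive tract, fell by 2.50 on the log2 scale (standard error 0.13, adjusted p = 3.67e-06 from limma), from 6.94 ± 0.11 (SD, n = 3) in ShControl cells to 4.44 ± 0.27 (SD, n = 3) in ShSuz12 cells. Slco3a1, an organic anion transporter, fell by 2.30 at its brightest probe set and by 1.78 at another. Pgf, a growth factor of the VEGF family, fell by 2.07 and 2.25 at its probe sets, from a level among the highest on the array (percentile 95.9). Other genes with large falls were Rgs7bp (-2.06), C1qtnf7 (-1.99), C2h3orf80 (-1.89), the bicarbonate transporter Slc4a4 (-1.85), the aldehyde dehydrogenase Aldh3a1 (-1.74) and the transcriptional cofactor Ankrd1 (-1.72). Tril fell by 1.70, Mlh3 by 1.58 at its brightest probe set and Cavin2 by 1.55. Hey2, a Notch target, fell by 1.51 and Deptor, an inhibitor of mTOR, by 1.50 (adjusted p = 1.21e-06 and 5.99e-07 from limma).
In all, 123 probe sets were at least 2-fold lower in ShSuz12 cells, 95 of them with 1 gene symbol, for 76 genes. Only 4 of them, Suz12 and Capn9 included, were over 5-fold lower. Each of the 123 had all 3 ShSuz12 values below all 3 ShControl values. The methods' t-test at its own threshold gave 123 as well, and subtracting each array's median gave 194.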

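Several of the higher genes were measured by more than 1 probe set. Hapln1, which links hyaluronan to proteoglycans in the extracellular matrix, rose by 4.26, 3.85 and 3.81 on the log2 scale at its 3 probe sets (adjusted p = 3.74e-08, 3.79e-08 and 2.06e-06 from limma). Serpini1, a serine protease inhibitor of neurons, rose by 4.56 and 3.91 at its 2 probe sets. For Maf, probe sets other than the brightest rose by 2.84 and 0.45, both less than the brightest. Igf2, a growth factor, rose by 4.23 at its brightest probe set (standard error 0.15), while the other 3 had log2 fold changes of -0.01, -0.09 and -0.07 (adjusted p = 0.910, 0.511 and 0.530).
Of the probe sets at least 2-fold higher in ShSuz12 cells, 692 carried exactly 1 gene symbol in the annotation used here, and they stood for 587 genes. Over the whole array, 20826 probe sets had 1 symbol, 436 had several and 9780 were not listed, so that they are unnamed here.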

From the list of genes induced more than twofold in ShSuz12 IEC-6 cells, up to 667 genes were identified (Supplementary Table II).

Functional annotations from Gene Ontology were performed using independently the ToppGene and DAVID programs, and classification of genes according to the biological processes was analyzed. Categories considered strongly enriched (*P* < 0.05) were selected. Supplementary Figures 1 and 2 show the main classes of GO biological processes identified from the list of genes induced more than fivefold in ShSuz12 IEC-6 cells according to ToppGene Suite and DAVID database respectively (*P* < 0.05). The most significant classes of biological processes identified from ToppGene Suite and DAVID database were selected, and the list of genes associated with each class is shown in Supplementary Tables III and IV. 

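Cell adhesion molecules were higher in ShSuz12 cells as a group. Of 53 measured, 18 were at least 2-fold higher (18 when adjusted over the list alone) and 35 were not called (adjusted p = 2.19e-09 from camera, 0.0380 with an estimated correlation). Emb, an adhesion molecule of the immunoglobulin superfamily, rose by 4.11 on the log2 scale (standard error 0.08, adjusted p = 2.25e-08 from limma), from 6.50 ± 0.16 to 10.61 ± 0.01 (SD, n = 3 each). The protocadherins Pcdh9 and Pcdh10 rose by 3.63 and 2.89, and Vcam1, which binds leukocyte integrins, rose by 3.10. Of 65 extracellular matrix genes, 30 were higher (30 when adjusted over the list alone), among them fibromodulin (Fmod, 3.59), tenascin C (Tnc, 3.57) and periostin (Postn, 3.48), with adjusted p = 3.87e-15 from camera and 0.0405 with an estimated correlation.
Of 78 homeobox and other developmental transcription factors outside the HOX clusters, 14 were higher (14 when adjusted over the list alone), with adjusted p = 0.00261 from camera and 0.0405 with an estimated correlation. Zfhx4 rose by 4.37 at its brightest probe set, by 3.42 and 1.33 at 2 others, and had a value of 0.04 at the dimmest (adjusted p = 0.778), and Satb1 rose by 3.92 and Foxp2 by 3.78. Of 22 measured HOX cluster genes, 2 were higher (2 when adjusted over the list alone), Hoxd10 by 1.66 (standard error 0.24) from 4.15 ± 0.23 (SD, n = 3) and Hoxa9 by 1.21 (standard error 0.14) from 4.00 ± 0.30 (SD, n = 3), both below the array median (adjusted p = 4.52e-04 from camera, 0.0405 with an estimated correlation).
Among 22 G1 cyclins and cyclin-dependent kinase inhibitors, 2 were higher (2 when adjusted over the list alone): Cdkn1c (p57), which inhibits cyclin-dependent kinases, by 2.31 (standard error 0.12), and Ccnd2 (cyclin D2), which activates them, by 1.42 (standard error 0.08). This list did not differ from other genes (adjusted p = 0.671 from camera, with a median of -0.17 and a mean of 0.04). Of 36 S phase and mitosis genes, 33 fell at an adjusted p under 0.05 from limma, none by 2-fold (0 when adjusted over the list alone), with a median log2 fold change of -0.45 (adjusted p = 1.42e-10 from camera, 0.0405 with an estimated correlation). Pcna, the sliding clamp of DNA replication, was one of them (-0.35, adjusted p = 0.00130).
No member of these lists was at least 2-fold lower, by limma with or without adjustment of p or by the methods' t-test. Markers of fibroblasts and smooth muscle were higher too, 7 of 24 measured (7 when adjusted over the list alone), with adjusted p = 1.46e-04 from camera and 0.0405 with an estimated correlation. Among the probe sets that stand for these genes, a filter at the 60th percentile of the array left 10 adhesion molecules, 7 of the developmental factors and 0 HOX genes called. A Hoxc9 probe set that only Supplementary Table II names, and that these counts leave out, was higher too and lay at percentile 72.9 in ShSuz12 cells.

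**Figure D1:**
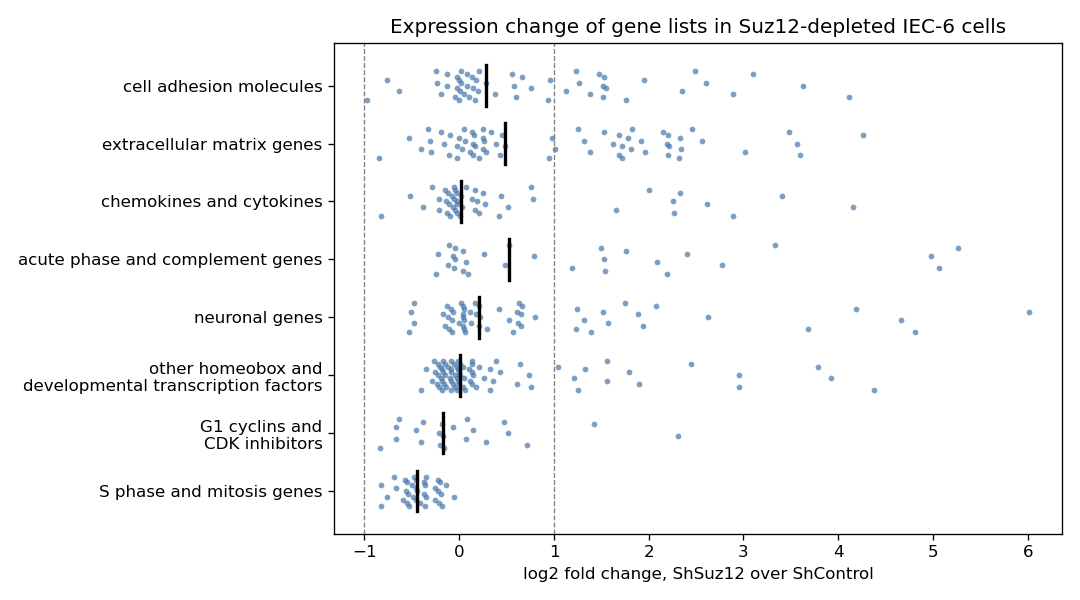
Log2 fold change (ShSuz12 over ShControl, 3 arrays each) of the measured members of 8 gene lists. Each point is 1 gene by its brightest probe set, black bars are medians and dashed lines mark a 2-fold difference. The medians run from -0.45 for S phase and mitosis genes to 0.53 for acute phase and complement genes, and the points beyond 2-fold all lie on the higher side.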

Overall, the most significantly induced groups included biological processes related to cell adhesion, immune responses, cell proliferation, and development.

From the microarray data, we selected various neuronal genes either upregulated (Ndn, Slc6a15, Cart1, Ugt8, Calcr, Accn1, Elavl2), or downregulated (Ascl1). 

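Ndn, which encodes necdin, a growth suppressor of postmitotic neurons, rose by 6.01 on the log2 scale (standard error 0.09, adjusted p = 8.61e-09 from limma), from 5.12 ± 0.18 (SD, n = 3) in ShControl cells to 11.13 ± 0.02 (SD, n = 3) in ShSuz12 cells. Slc6a15, a neutral amino acid transporter of the brain, rose by 4.81 (standard error 0.10), and Calcr, the calcitonin receptor, by 4.66 and 2.82 at its 2 probe sets. Alx1 (Cart1), a homeobox factor, rose by 2.96 (standard error 0.10). Elavl2, a neuronal RNA-binding protein, rose by 3.38 and 3.00 at 2 probe sets, while its brightest probe set had a log2 fold change of 0.12 (adjusted p = 0.366). Ugt8, which makes the galactolipids of myelin, rose by 0.63 at its brightest probe set (adjusted p = 0.00275), from percentile 2.74 of the array, and had a value of -0.11 at its other probe set (adjusted p = 0.315). Asic2 (Accn1), an acid-sensing ion channel, rose by 0.61 and 0.27 (adjusted p = 5.88e-04 and 0.0178).
Of 57 measured members of a list of neuronal genes, 16 were at least 2-fold higher (16 when adjusted over the list alone), 0 were lower by limma with or without adjustment of p or by the methods' t-test, and 41 were not called. The list differed from the other genes (adjusted p = 2.84e-08 from camera, 0.0240 with an estimated correlation). Bex1, a brain-expressed signaling adaptor, was another large rise (4.19). Among probe sets above the 60th percentile, 10 members were called. From the activation of such genes and from the chromatin of the Ndn promoter, the paper concludes that Suz12 depletion lifts the repression of differentiation pathways that are not specific to these cells.

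**Figure D2:**
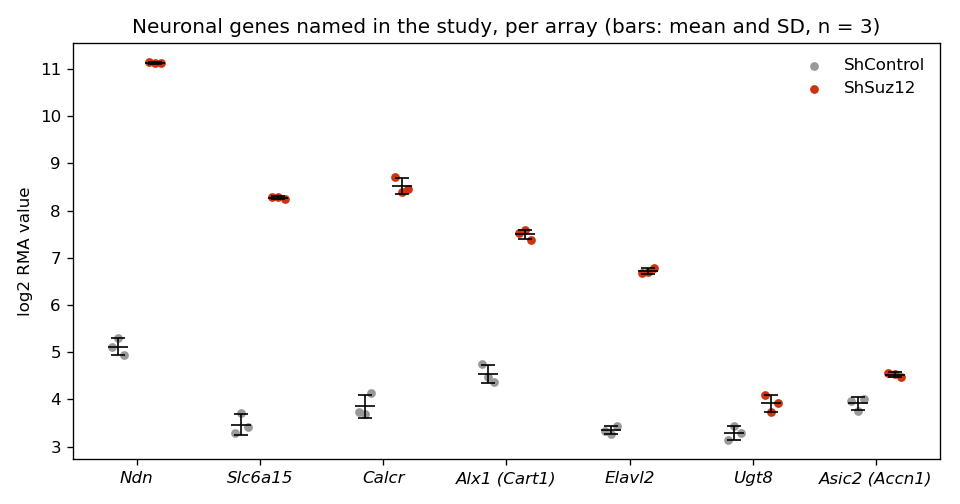
Log2 RMA value of 7 neuronal genes on each array, grey for ShControl and red for ShSuz12 cells, with the mean and SD (n = 3) as black bars. Each gene is drawn by 1 probe set, for Elavl2 the one with the largest rise (3.38) and not its brightest, which had 0.12. The groups do not overlap for any of the 7 probe sets, and the gap runs from 0.61 for Asic2 to 6.01 for Ndn.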

Semi-quantitative RT-PCR analysis confirmed the increased pattern of expression of these genes, as opposed to Ascl1 (Fig. 4A). RT-PCR analysis also showed that Suz12 depletion increased the expression of a subset of Hox genes, including HoxB13 and Six3, and of the Igfbp5 gene (Fig. 4B). In murine embryonic stem cells, in contrast to the Hoxb13 and Elavl2 genes associated respectively with H3K27 or H3K4 methylation, the other genes display a bivalent H3K4/H3K27 methyl mark [Ku et al., 2008; Supplementary Table IV].

**Fig. 4:**
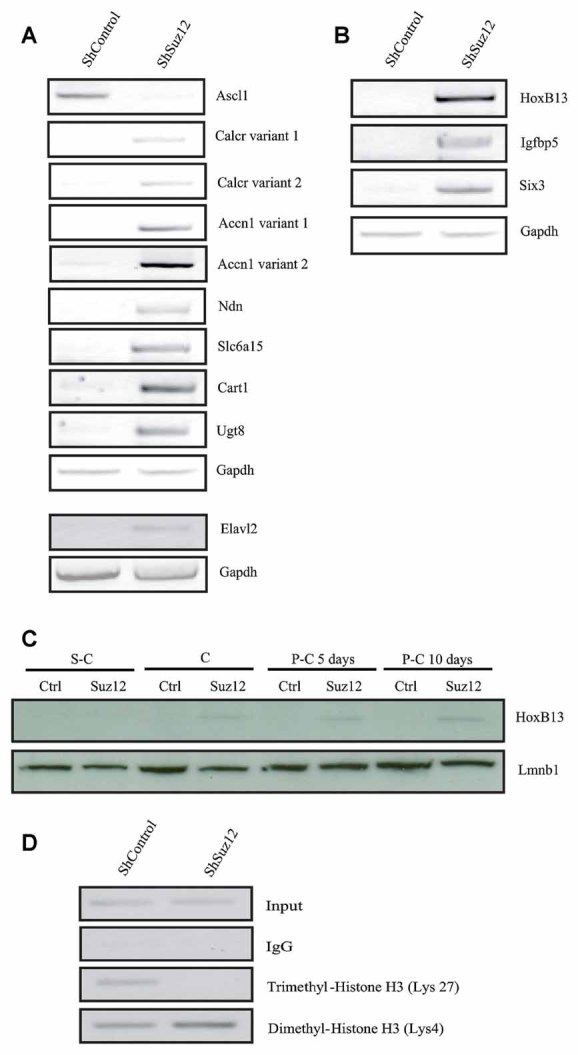
Suz12 depletion deregulates differentiation-specific genes. A,B: RNA was isolated from control or Suz12 depleted cells. Expression levels of various neuronal genes were verified by semi-quantitative RT-PCR, with Gapdh expression as a loading control. The amplified products were separated on 1.5% agarose gels. The results are representative of two independent experiments. C: Twenty microgram of nuclear protein extracts from sub-confluent (s-c), confluent (c), 5- or 10-day post-confluent (p-c) ShControl (Ctrl) and ShSuz12 IEC-6 cells were separated by SDS–PAGE and transferred to PVDF membranes for Western blot analysis of HoxB13 and Lmnb1 as a loading control. The results are representative of two independent experiments. D: Chromatin immunoprecipitation assays (ChIP) were performed with chromatin extracts from ShControl and ShSuz12 cells. Chromatin was immunoprecipitated with IgG, or with antibodies recognizing H3K27 trimethylation and H3K4 dimethylation marks. ChIP samples were verified by PCR analysis with oligonucleotides amplifying rat proximal promoter regions of upregulated gene necdin (Ndn). DNA levels were determined by PCR using 1% of input DNA prior to immunoprecipitation. The amplified products were separated on 2% agarose gels. Results are representative of two independent experiments.

While these genes were transcriptionally activated in Suz12-depleted cells, we verified the pattern of expression of one selected gene, namely HoxB13, at the protein level. HoxB13 expression is associated with different tumorigenic processes in ovarian [Miao et al., 2007], breast [Jerevall et al., 2008], and prostate carcinomas [Jung et al., 2004]. Western blot analysis of nuclear proteins showed that HoxB3 was indeed expressed, and that protein levels increased in Suz12-depleted cells after reaching confluence (Fig. 4C).

We determined by chromatin immunoprecipitation assays, the status of the H3K27 methylation mark on the Ndn promoter, which displays a bivalent H3K4/H3K27 mark in embryonic stem cells [Ku et al., 2008], and whose expression is induced in Suz12-depleted cells. We also verified the H3K4 dimethylation modification associated with an active transcriptional state. Results show that while the Ncd proximal promoter H3K27 trimethylation mark was decreased in Suz12-depleted cells as opposed to control cells, basal H3K4 dimethylation levels were increased (Fig. 4D). Thus, Suz12 depletion de-represses non-specific differentiation pathways in IEC-6 cells, primarily by reducing the H3K27 methylation mark.

### Suz12 Depletion in IEC-6 Cells Modifies β-Catenin and STAT3 Activation

We analyzed the microarray data with the MsigDB database to identify signaling pathways that could be affected in Suz12-depleted IEC-6 cells. Of 36 pathways significantly altered, three affected signaling pathways regulating cell proliferation and/or inflammation, namely Wnt signaling (12 out of 65 genes, 9.56E−3), IL-6 (5 out of 21 genes, 3.72E−2), and Jak/Stat signaling pathways (10 out of 153 genes, 4.09E−2), and MAPK signaling pathway (16 out of 257 genes, 9.56E−3). 

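Of 44 measured Wnt ligands, receptors and effectors, 4 were at least 2-fold higher in ShSuz12 cells (4 when adjusted over the list alone). They were Lgr5, an R-spondin receptor and marker of intestinal stem cells, which rose by 3.59 on the log2 scale (standard error 0.08, adjusted p = 5.43e-08 from limma), the receptor Fzd1 (2.42), the ligand Wnt5b (1.71) and the transcription factor Tcf7 (1.70). Of 51 genes of IL-6, Jak and Stat signaling, 3 were higher (3 when adjusted over the list alone). Il6st (gp130), the signaling receptor shared by the IL-6 family, rose by 1.41 (standard error 0.06) from percentile 97.1 of the array, and by 1.27 to 1.59 at its other probe sets. Ghr, the growth hormone receptor, rose by 1.34 at its brightest probe set and by 0.47 at the other, with ShControl values at the floor of the array, so that the size of its change is uncertain. Il11ra1 rose by 1.06. Neither list had a member at least 2-fold lower by limma, with or without adjustment of p, or by the methods' t-test.
Of 73 MAPK signaling genes, 11 were higher and 2 were lower (11 and 2 when adjusted over the list alone). The kinase Rps6ka6 rose by 4.04, the calcium channel subunit Cacna2d1 by 3.06, the transcription factor Mef2c by 1.86 and Rasgrp2, an activator of Ras family GTPases, by 1.71. The 2 lower genes, named after their values were seen, were Rasgrp3 (-1.31) and Fgf13 (-1.17).
The adjusted p from camera was 0.0272 for the Wnt list (adjusted p = 0.0896 with an estimated correlation), 0.0735 for the IL-6, Jak and Stat list and 0.0413 for the MAPK list (adjusted p = 0.138 with an estimated correlation). These lists were drawn up from textbook pathways and are not the gene sets of MsigDB. The Wnt list did not pass after a second quantile normalization (adjusted p = 0.0880) or above the 60th percentile (adjusted p = 0.221), and the MAPK list did not pass above the 40th percentile (adjusted p = 0.0699), above the 60th (adjusted p = 0.0847), with all probe sets of a gene averaged (adjusted p = 0.0590) or without ShControl replicate 3 (adjusted p = 0.0564).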

As Stat3 and β-catenin regulate cell proliferation, we thus verified by Western blot, the nuclear expression of activated phospho-β-catenin (Ctnnb1), with an antibody recognizing the non-phosphorylated protein, and phospho-Stat3 in sub-confluent, confluent, 5- and 10-day confluent control and Suz12-depleted cells. While activated Ctnnb1 levels were higher in sub-confluent Suz12-depleted cells as opposed to control cells, confluency led to decreased activated Ctnnb1 nuclear levels primarily in Suz12-depleted cells (Fig. 5A). This negative regulation correlated with overexpression of Wnt signaling pathway inhibitors, namely Wif1 and Dkk2, as shown by microarray analysis and semi-quantitative RT-PCR analysis (Fig. 5A). In contrast to decreased activated Ctnnb1 levels, while nuclear phosphorylated Stat3 levels were minimal in control cells, Stat3 phosphorylation increased in post-confluent Suz12-depleted cells (Fig. 5B). This positive regulation could be caused by the overexpression of Stat signaling pathway ligands. Indeed, microarray analysis and semi-quantitative RT-PCR analysis show that the Stat3 ligand Il6 was induced in Suz12-depleted cells. Thus, Suz12 depletion, by regulating the expression of β-catenin and Stat3 activity modulators, may modify IEC-6 cell dependence to proliferation pathways implicating β-catenin and Stat3.

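Wif1, a secreted protein that binds Wnt ligands, rose by 4.48 on the log2 scale (standard error 0.08, adjusted p = 2.15e-08 from limma), from 3.82 ± 0.08 (SD, n = 3) in ShControl cells, at percentile 12.0 of the array, to 8.29 ± 0.15 (SD, n = 3) in ShSuz12 cells. Dkk2, which binds the Wnt coreceptors, rose by 1.87 at the probe set of Supplementary Table II (standard error 0.10, adjusted p = 6.06e-06) and by 0.99 at another (standard error 0.14, adjusted p = 8.70e-04), both from the lowest 10 percentiles of the array.
Of 22 measured Wnt inhibitors, 7 were at least 2-fold higher (7 when adjusted over the list alone), 0 were lower by limma with or without adjustment of p or by the methods' t-test, and 15 were not called (adjusted p = 7.93e-05 from camera, 0.0405 with an estimated correlation). The secreted Frizzled-related proteins Sfrp2 and Sfrp1 rose by 3.08 and 2.77, and Apcdd1, a membrane-bound Wnt inhibitor, by 2.29. Ctnnb1 itself rose by 0.29 at its brightest probe set (adjusted p = 0.00391), which is under 2-fold and at percentile 99.3 of the array, and by 0.34 at another bright probe set (adjusted p = 0.00156). Its dimmer probe sets had values of 0.27 and -0.22 (adjusted p = 0.112 and 0.127).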

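Il6 rose by 0.51 on the log2 scale (standard error 0.06, 95% confidence interval 0.37 to 0.65, adjusted p = 4.65e-04 from limma), a 1.42-fold difference. Its log2 value was 3.60 ± 0.04 (SD, n = 3) in ShControl cells and 4.11 ± 0.09 (SD, n = 3) in ShSuz12 cells, and the groups did not overlap. These values lie at percentiles 7.67 and 18.2 of the array, close to background, so that the size of the change is uncertain. Stat3 rose by 0.97 (standard error 0.08, adjusted p = 5.57e-05) at its brightest probe set and by 0.71 (adjusted p = 3.25e-04) at the other, from percentiles 91.0 and 70.1.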

**Fig. 5:**
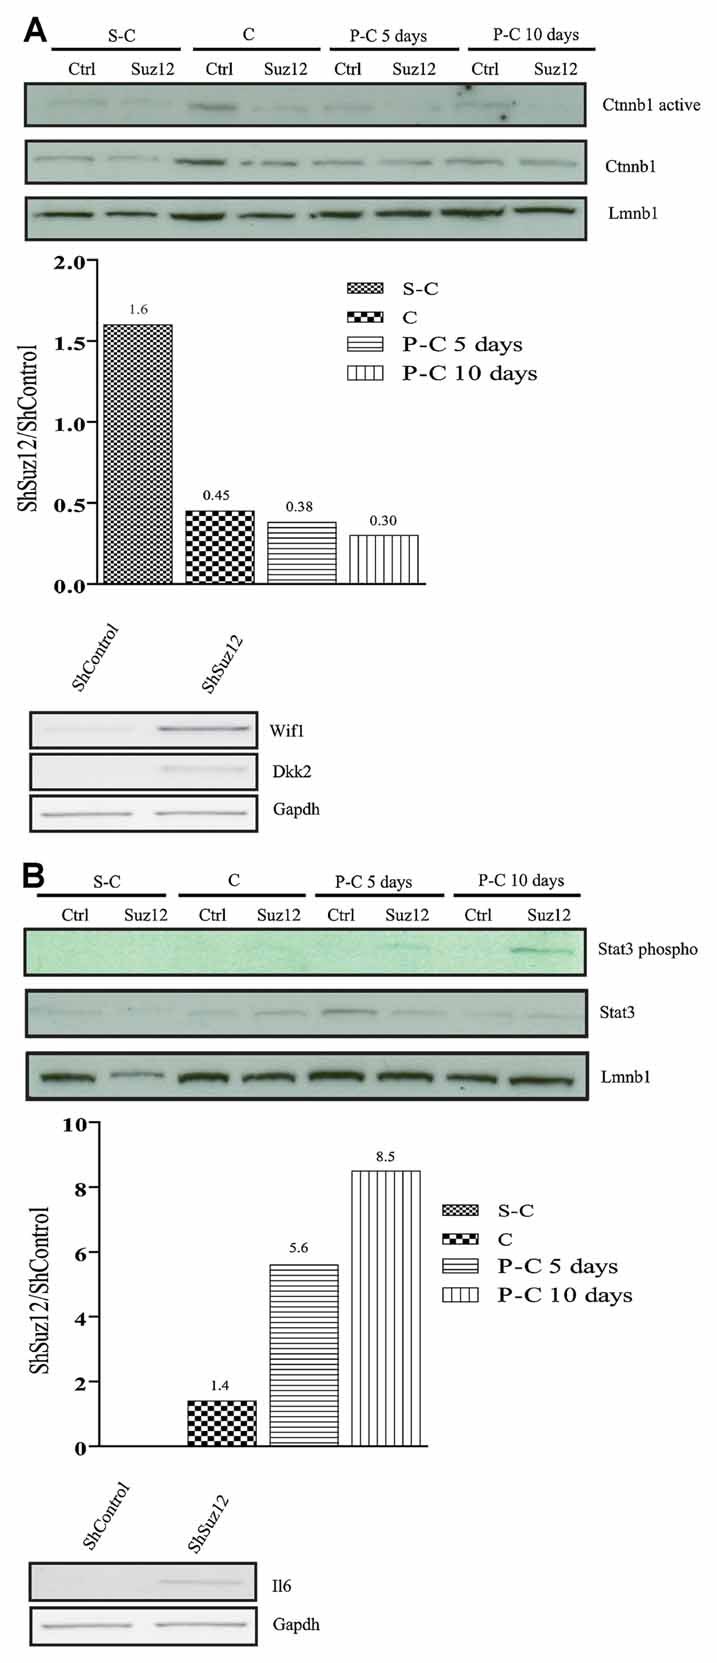
Distinct responses of β-catenin and Stat3 pathways in Suz12 depleted cells. Twenty microgram of nuclear protein extracts from sub-confluent (s-c), confluent (c), 5- or 10-day post-confluent (p-c) ShControl (Ctrl) and ShSuz12 IEC-6 cells were separated by SDS–PAGE and transferred to PVDF membranes for Western blot analysis of active β-catenin and β-catenin (A) or phospho-Stat3 and Stat3 (B) with Lmnb1 as a loading control. The histograms indicate the ratio of sub-confluent and confluent shSuz12 versus ShControl band intensities normalized to actin. Relative quantification of band intensity was performed with the Quantity One software. Results are representative of two independent experiments. In addition, total RNAs were isolated from control or Suz12 depleted cells. Expression levels of genes involved in Wnt pathway regulation (Wif1, Dkk2; A) or in STAT3 activation (Il6; B) were verified by semi-quantitative RT-PCR, with Gapdh expression as a loading control. The amplified products were separated on 1.5% agarose gels. Results are representative of two independent experiments.

### Suz12 Depletion in IEC-6 Cells Affects IL-1β-Dependent Regulation of Inflammatory Genes

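Ccl2, a chemokine that attracts monocytes, rose by 4.16 on the log2 scale (standard error 0.09, adjusted p = 4.09e-08 from limma), from 5.39 ± 0.19 (SD, n = 3) in ShControl cells to 9.55 ± 0.06 (SD, n = 3) in ShSuz12 cells. Ccl20 rose by 3.40, Cxcl10 by 2.89, Il18 by 2.62, Ccl5 by 2.32, Cx3cl1 by 2.27 and Cxcl1 by 2.00. Cxcl2 and Cxcl6 (Cxcl5 in the paper) had log2 fold changes of 0.21 and 0.14 (adjusted p = 0.155 and 0.177). Of 47 measured chemokines and cytokines, 9 were at least 2-fold higher (9 when adjusted over the list alone) and 38 were not called (adjusted p = 0.00315 from camera, 0.0405 with an estimated correlation).
Of 29 measured acute phase and complement genes, 13 were higher (13 when adjusted over the list alone), with adjusted p = 1.91e-08 from camera and adjusted p = 0.0527 with an estimated correlation. Lbp, which binds bacterial lipopolysaccharide, rose by 5.26 (standard error 0.07, adjusted p = 6.46e-09), and A2m, a protease inhibitor of plasma, by 5.07. Lcn2, which binds bacterial siderophores, rose by 2.08 and Slpi, an inhibitor of leukocyte proteases, by 3.33. A probe set shared by the kininogen genes Kng1, Kng1l1 and Kng2 rose by 3.47.
Of 45 inflammatory transcription regulators and receptors, 5 were higher (5 when adjusted over the list alone), with adjusted p = 0.0154 from camera and adjusted p = 0.311 with an estimated correlation. Peli2, an adaptor of Toll-like receptor signaling, rose by 3.47 at its brightest probe set and by 1.80 at another, and had a value of -0.14 at the dimmest (adjusted p = 0.103). The lipopolysaccharide receptor Tlr4 rose by 2.39 and Irf7 by 1.41. Bcl3 rose by 1.36 at its brightest probe set and by 0.65 at another, and had 0.25 at the dimmest (adjusted p = 0.114). None of the genes in these lists was at least 2-fold lower, by limma with or without adjustment of p or by the methods' t-test. Of 22 measured leukocyte markers, 0 were called by any of these tests (0 when adjusted over the list alone), and the highest log2 fold change was 0.054. Other genes that leukocytes express and that the list does not hold, named after their values were seen, did rise: Srgn by 2.82, Lcp1 by 1.36, Lsp1 by 1.19 and Siglec10 by 1.11, and 2 probe sets that Fcgr2a shares with other genes by 1.72 and 1.59. Above the 60th percentile, 3 of the regulators and receptors were called.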

Inflammatory genes are one of the major classes of genes increased after Suz12 depletion, as determined by microarray analysis. We first assessed whether Suz12 depletion affected JNK (Mapk8) and p38 (Mapk14) MAPK phosphorylation in response to IL-1β. While both control and Suz12-depleted cells displayed the same level of JNK activation, p38 activation was consistently lower in Suz12-depleted cells (Fig. 6A). This correlated with increased expression of Dusp2 and Dusp8 dual specificity MAPK phosphatase, as assessed by microarray and semi-quantitative RT-PCR analysis. 

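Dusp2, a phosphatase that acts on MAPKs in the nucleus, had a log2 fold change of 0.04 (standard error 0.06, 95% confidence interval -0.09 to 0.17, adjusted p = 0.616 from limma), with 4.35 ± 0.05 (SD, n = 3) in ShControl and 4.40 ± 0.05 (SD, n = 3) in ShSuz12 cells. Dusp8 had a log2 fold change of -0.02 (standard error 0.08, 95% confidence interval -0.20 to 0.16, adjusted p = 0.870), with 5.31 ± 0.11 (SD, n = 3) and 5.29 ± 0.10 (SD, n = 3). Each was measured by 1 probe set, near percentiles 23.2 and 39.2 of the array, and the groups overlapped.
Of 19 measured dual specificity phosphatases, 1 was at least 2-fold higher (1 when adjusted over the list alone), Dusp22, which rose by 1.86 (standard error 0.09, adjusted p = 2.37e-06). None was at least 2-fold lower by limma, with or without adjustment of p, or by the methods' t-test, and the list did not differ from the other genes (adjusted p = 0.685 from camera). Mapk14 (p38) had a log2 fold change of -0.16 and did not pass the test.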

We then verified protein levels of inflammatory gene regulators, namely NF-κB p65 (Rela) and its phosphorylated form, and C/EBPβ. IL-1β stimulated Rela phosphorylation in both cell lines, with higher phosphorylation levels achieved in Suz12-depleted cells (Fig. 6B). Basal C/EBPβ protein levels were increased in Suz12-depleted cells (Fig. 6B). However, these increased levels were not induced by IL-1β, in contrast to control cells. Thus, Suz12 depletion may alter IEC-6 cell response to inflammatory stimuli.

**Fig. 6:**
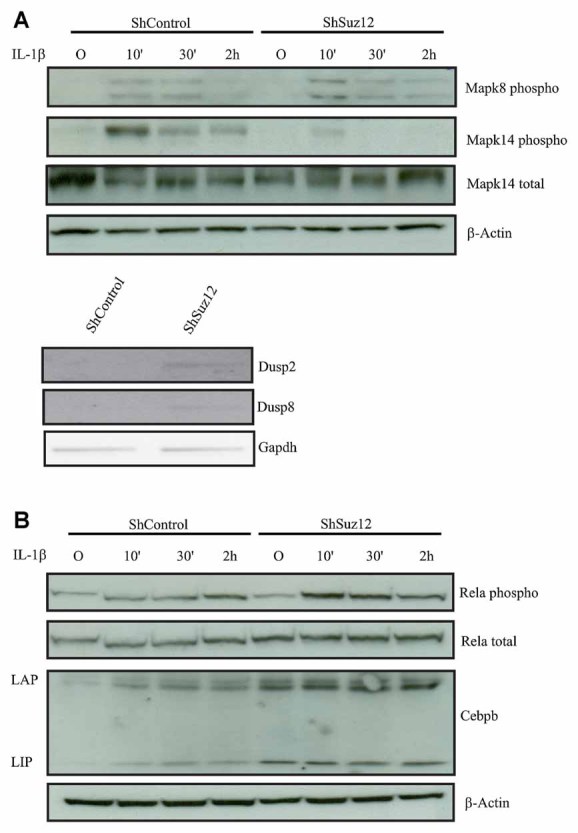
Distinct responses of MAPK, NF-κB p65 Rela, and Cebpb activation in response to IL-1β in Suz12 depleted cells. Control or Suz12 depleted IEC-6 cells were stimulated with 10 ng/ml of IL-1β for 10 min, 30 min, and 2 h. Whole cell protein extracts were separated by SDS–PAGE and transferred to PVDF membranes for Western blot analysis of phosphorylated JNK (Mapk8) and of total and phosphorylated p38 MAPK (Mapk14; A), and of total and phosphorylated-NF-κB p65 (Rela), and C/EBPβ (Cebp; B) with actin as a loading control. Results are representative of three independent experiments. In addition, total RNAs were isolated from control or Suz12 depleted cells. Expression levels of genes involved in MAPK pathway regulation (Dusp2, Dusp8; A) were verified by semi-quantitative RT-PCR, with Gapdh expression as a loading control. The amplified products were separated on 1.5% agarose gels. Results are representative of two independent experiments.

We then verified the expression of a panel of IL-1β-regulated inflammatory genes, including chemokines and acute phase protein genes, by semi-quantitative RT-PCR analysis, after 4 and 24 h of IL-1β induction. We observed various patterns of expression. Cxcl2 basal as well as IL-1β-induced levels were not affected by Suz12 depletion, in comparison to control cells (Fig. 7). In contrast, Suz12 depletion led to increased basal levels of Lcn2, Ccl20, and Lbp (not shown), and of Ccl2, Ccl5, Cxcl1, and Cxcl10 (Fig. 7), while IL-1β-induced levels were increased at similar levels. Whereas IL-1β treatment did not induce significantly Kng1 expression in control cells, Suz12 depletion resulted in increased basal and IL-1β-induced levels (Fig. 7). Induction of an inflammatory response with either TNFα or flagellin, a bacterial product activating Tlr5, gave similar results (data not shown). We then determined the basal pattern of expression of a panel of cytokines and chemokines with a protein array, in confluent control and Suz12-depleted cells. The results show that the basal levels of some cytokines and chemokines, including Cxcl1 and Ccl5, were increased (Supplementary Fig. 3). This correlated with Cxcl1 and Ccl5 RNA increases in Suz12-depleted cells (Fig. 7). In contrast, both Cxcl2 protein and RNA levels were not affected. However, in contrast to RNA levels, Il6 protein levels were not increased. Thus, Suz12 depletion leads to general increases of inflammatory gene RNA basal levels as well as specific cytokine and chemokine protein levels, and modifies the IL-1β response.

**Fig. 7:**
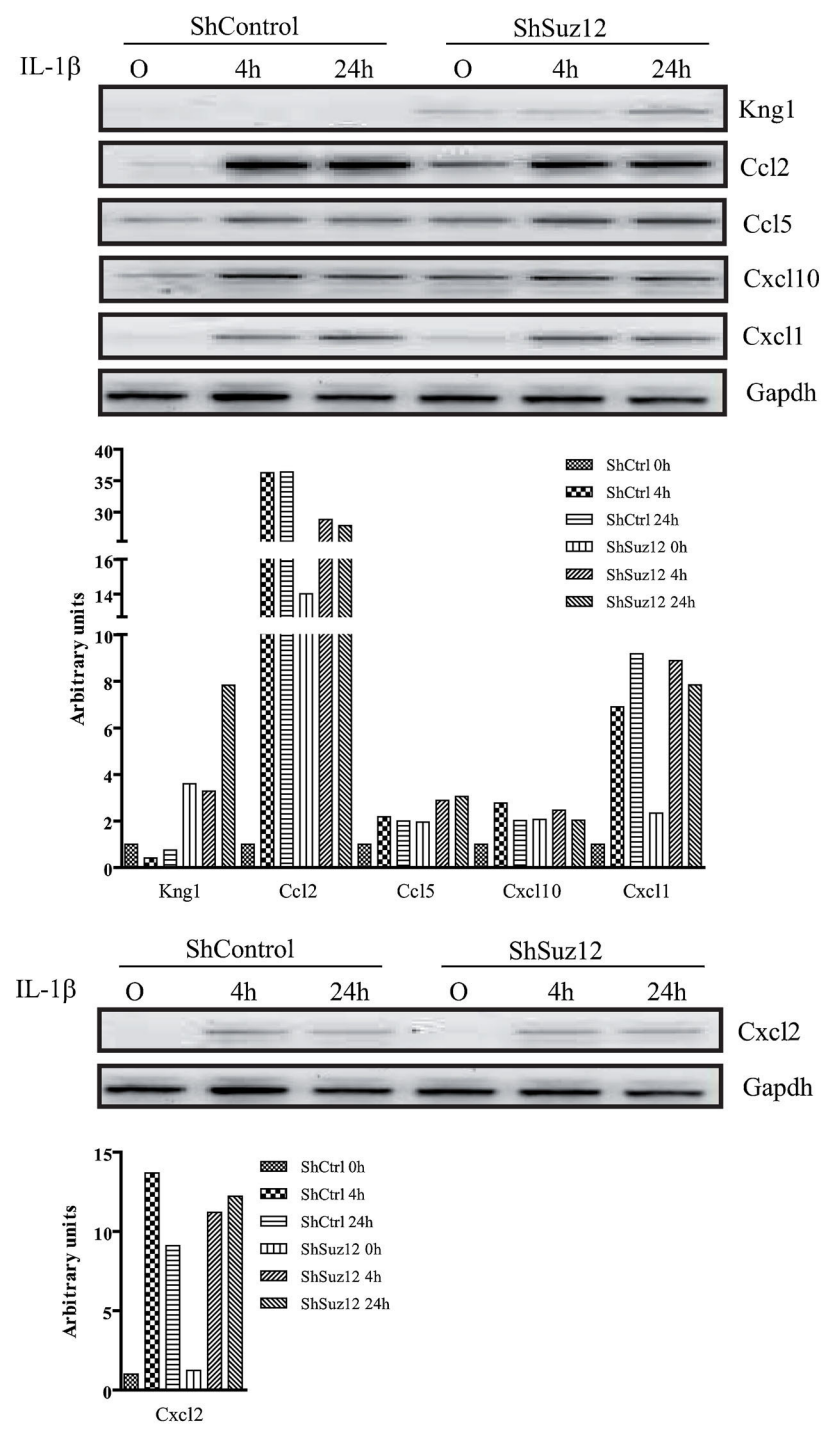
Suz12 depletion deregulates basal and IL-1β-induced inflammatory gene expression. Total RNAs were isolated from control or Suz12 depleted IEC-6 cells stimulated with 10 ng/ml of IL-1β for 4 or 24 h. Expression levels of various IL-1β-regulated inflammatory genes were verified by semi-quantitative RT-PCR, with Gapdh expression as a loading control. The amplified products were separated on 1.5% agarose gels. The histograms indicate the ratio of ShSuz12 versus ShControl band intensities normalized to Gapdh. Relative quantification of band intensity was performed with the Quantity One software. Results are representative of two independent experiments.

## DISCUSSION

Our results support a role for the H3K27methyl mark as a regulator of cell-density dependent proliferation. As found in other cell types, we found that PcG component expression is higher in intestinal crypt proliferative cells, as opposed to differentiated cells. Indeed, Suz12 as well as Ezh2 are mostly expressed in IEC crypt cells. Suz12 down-regulation led to decreases in Ezh2 expression and H3K27 methylation. Suz12 interaction with Ezh2 is important both for its enzymatic activity and protein stability [Jones and Wang, 2010].

The PRC2 polycomb complex regulates cell growth through the G1/S phase by repressing, among others, the cell cycle inhibitor Cdkn2a. PcG genes are overexpressed in many cancers, and are considered oncogenic in part, by their repressing effect, notably on Cdkn2a [Sauvageau and Sauvageau, 2010]. We show that the absence of Cdkn2a in Suz12-depleted IEC-6 cells reveals growth suppressing properties of the H3K27methyl mark. Indeed, Suz12-depleted cells grew to high cell densities. Growth was characterized by increased H3S10 phosphorylation, a histone mark correlating with cell growth, as well as higher Ccnd2 and Ccnd3 protein levels. We have identified two signaling pathways involved in cell growth which are differently regulated in the absence of Suz12. While Suz12-depleted cells showed decreased levels of activated β-catenin (Ctnnb1) as compared to control cells, Stat3 activity increased in a cell-density dependent manner. Decreased β-catenin signaling was associated with increased expression of Wnt signaling inhibitors, namely Wif1 and Dkk2, whose promoters contain the dual H3K4/H3K27 methylation mark in embryonic stem cells [Ku et al., 2008; see Supplementary Table V]. The Stat3 transcription factor plays a dual role as a regulator of cell proliferation and inflammation. Indeed, tumor cells are characterized by sustained Stat3 activation [Yu et al., 2009]. In Suz12-depleted cells, Stat3 activation may be sustained by autocrine signaling, since the expression of Il6, a known Stat3 inducer, is elevated. Of note, Il6 expression is independent of the H3K27methyl mark since the Il6 promoter region is not associated with H3K4 or H3K27 methylation, at least in murine embryonic stem cells [Ku et al., 2008; see Supplementary Table V]. Interestingly, mutations of a number of PcG genes in *Drosophila* eye discs lead to JAK-STAT pathway-dependent increased proliferation, in part through up-regulation of the JAK Hopscotch receptor ligand, named unpaired (Upd) [Classen et al., 2009; Wang and Huang, 2010]. However, no increase in Il6 protein secretion was observed. Thus, other chemokines or cytokines may be involved in maintaining Stat3 activation. For example, Cxcl1 and Cxcl5, whose expression is induced through Stat3 activity, may indirectly activate Stat3 through their interaction with the Cxcr2 receptor [Burger et al., 2005]. Thus, in addition to oncogenic roles, PcG proteins may function as tumor suppressors by inhibiting specific signaling pathways regulating cell growth, such as Stat3 signaling. Indeed, density-dependent cell growth of Suz12-depleted intestinal epithelial cells may become independent of β-catenin signaling, while requiring sustained Stat3 activation through autocrine signaling.

Our results support a role for the H3K27methyl mark as a regulator of intrinsic inflammatory responses. In fact, microarray data, as well as semi-quantitative RT-PCR analysis, show that many inflammatory genes were significantly induced. Basal inflammatory gene expression may be indirectly regulated in Suz12-depleted cells. Indeed, transcription factors regulating inflammatory gene expression, such as activated Stat3 and C/EBPβ, were induced. In addition, while some inflammatory genes, such as Cxcl1 and Cxcl10, contain a H3K27 mark in embryonic stem cells [Ku et al., 2008; see Supplementary Table V], others do not (Kng1, Ccl2, Ccl5). Increased basal levels may be achieved by transcriptional as well as post-transcriptional mechanisms. Suz12-deficient cells responded to IL-1β stimulation, with increased short-term Rela activation. However, while similar increased inflammatory gene mRNA levels were attained after IL-1β stimulation, induction levels remained higher in control cells, when compared to basal expression. Interestingly, Suz12-depleted cells show decreased Mapk14 (p38) phosphorylation in response to IL-1β, as opposed to Jnk (Mapk8). This correlates with increases in dual specificity phosphatases Dusp2 and Dusp 8. The p38 MAPK is involved in the inflammatory responses induced by many mediators, including IL-1β [Weber et al., 2010]. Interestingly, it has been shown that p38 phosphorylates Ezh2 in skeletal muscle cells, leading to increased PRC2-dependent repression of cell lineage markers, such as Pax7 [Palacios et al., 2010; Caretti et al., 2011]. Again, in contrast to the inhibition of Stat3 signaling, the PRC2 complex may insure the activation of the p38 MAPK pathway by repressing negative regulators of this pathway.

In conclusion, we have shown that the H3K27 mark may control cell proliferation as well as the inflammatory response by regulating specific signaling pathways, either negatively for the Stat3 pathway, or positively for the p38 MAPK pathway. Small modifications in PRC2 activity leading to variations in H3K27 methylation, in the context of genetic disturbances such as Cdkn2a inactivation, could result in activation or repression of parallel pathways of gene activity, leading to increased proliferation as well as intrinsic inflammatory gene stimulation.

# Supplementary material for: The Histone H3K27 Methylation Mark Regulates Intestinal Epithelial Cell Density-Dependent Proliferation and the Inflammatory Response
**Source:** J Cell Biochem. 2012 Nov 28;114(5):1203–15. doi: 10.1002/jcb.24463

**Supplementary Fig. 1.** Classification of genes induced more than 5 times in Suz12 depleted cells according to their GO biological process, using Toppgene suite (Transcriptome, ontology, phenotype, proteome, and pharmacome annotations based gene list functional enrichment analysis).

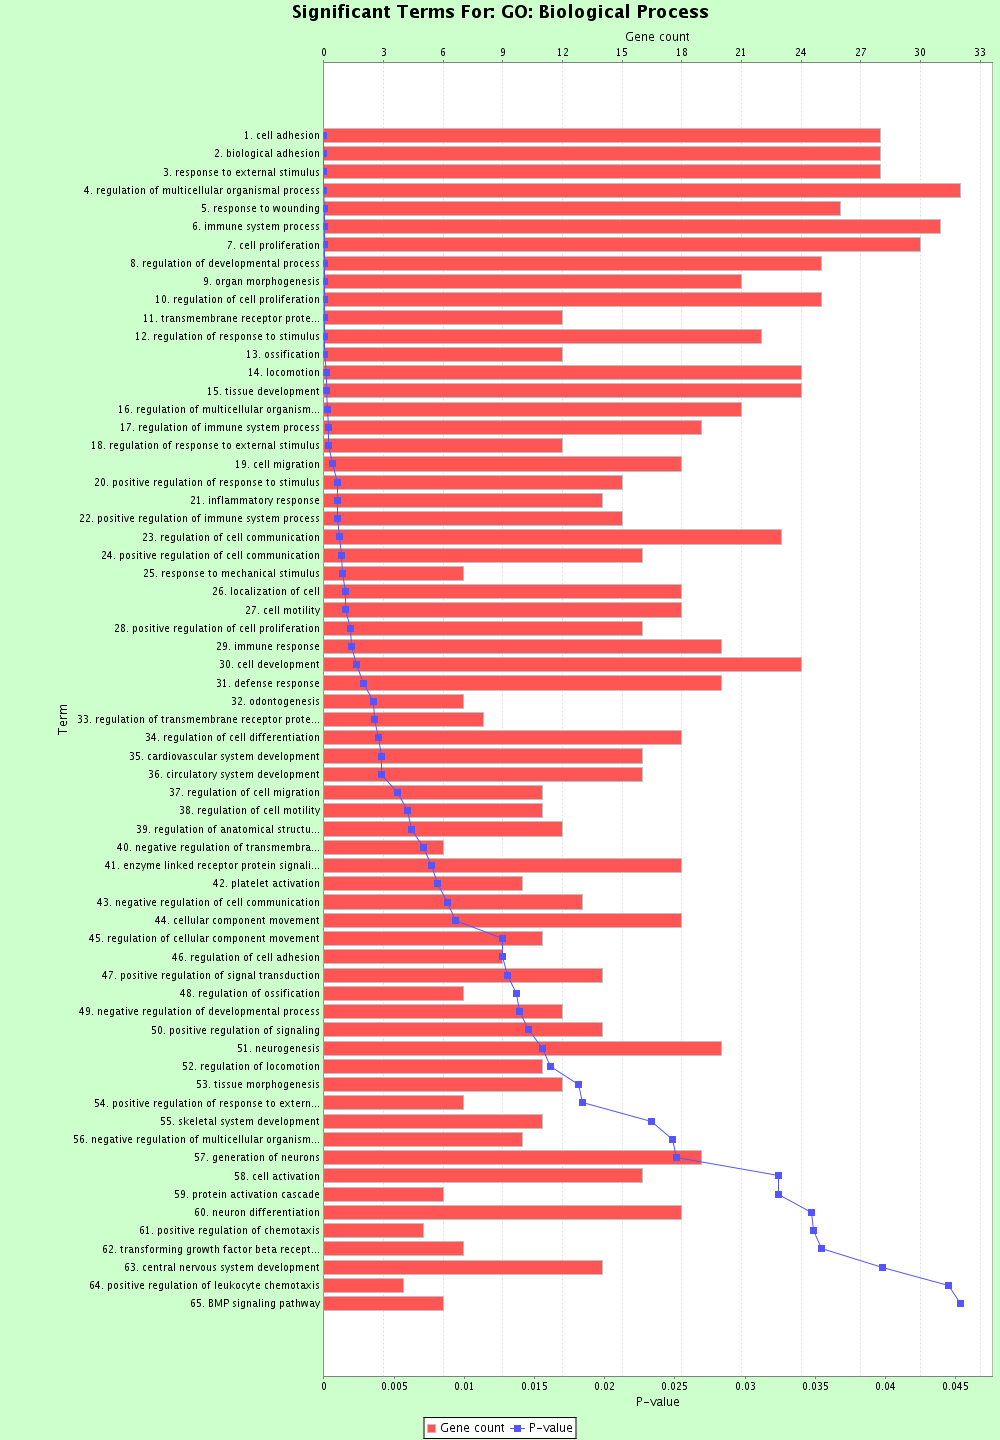

**Supplement:** Supplementary file 1

# Supplementary material for: The Histone H3K27 Methylation Mark Regulates Intestinal Epithelial Cell Density-Dependent Proliferation and the Inflammatory Response
**Source:** J Cell Biochem. 2012 Nov 28;114(5):1203–15. doi: 10.1002/jcb.24463
**Supplement:** Supplementary file 2

**Supplementary Fig. 2.** Classification of genes induced more than 5 times in Suz12 depleted cells according to their GO biological process, using DAVID database (Database for Annotation, Visualization and Integrated Discovery).

**
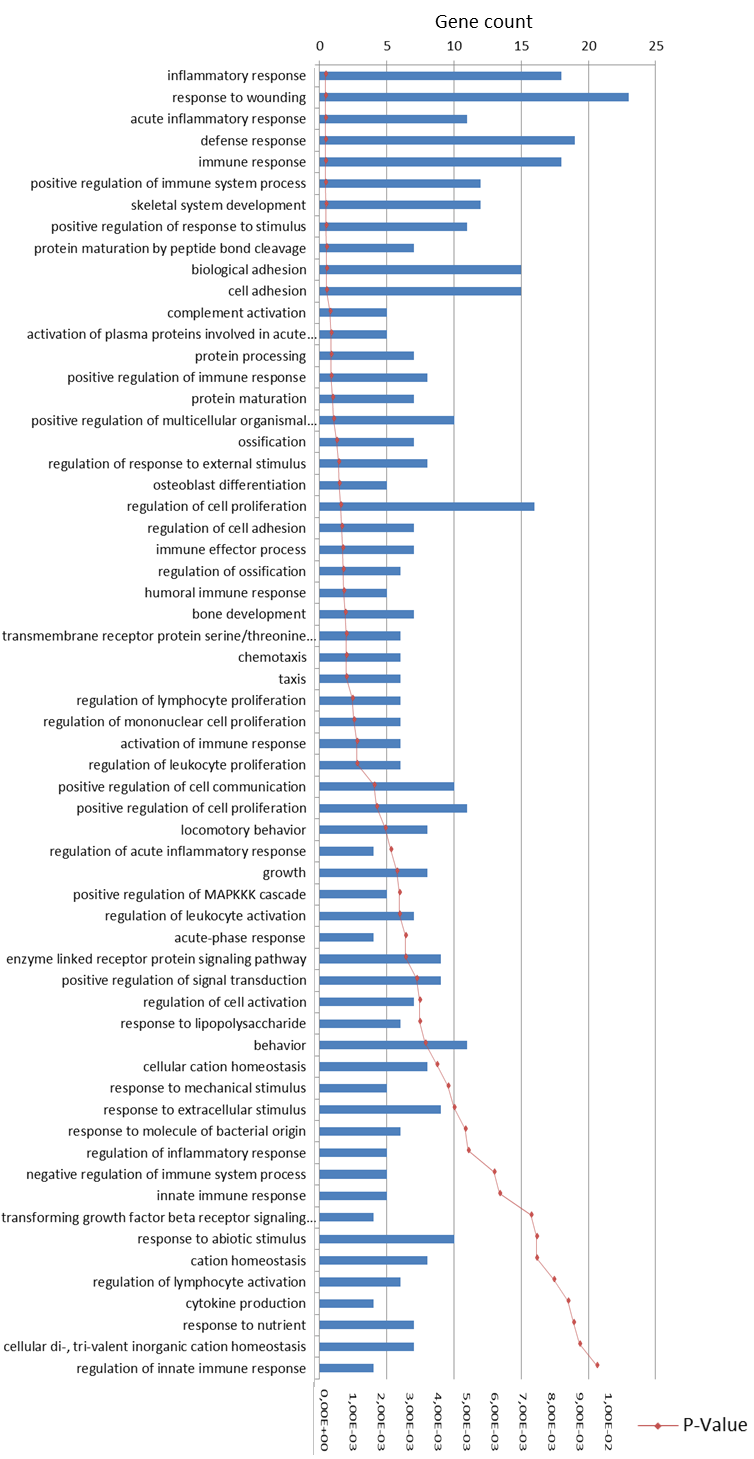
**

# Supplementary material for: The Histone H3K27 Methylation Mark Regulates Intestinal Epithelial Cell Density-Dependent Proliferation and the Inflammatory Response
**Source:** J Cell Biochem. 2012 Nov 28;114(5):1203–15. doi: 10.1002/jcb.24463
**Supplement:** Supplementary file 4

**FIGURE LEGENDS FOR SUPPLEMENTARY DATA**

**Supplementary Figure 1. Classification of genes induced more than five-fold in Suz12-depleted IEC-6 cells according to their GO biological process, using the ToppGene Suite.**

**Supplementary Figure 2. Classification of genes induced more than five-fold in Suz12-depleted IEC-6 cells according to their GO biological process, using the DAVID database.**

**Supplementary Figure 3. Suz12 depletion deregulates basal cytokine and chemokine protein expression. A.** Supernatants from 6 independent confluent control and Suz12 depleted IEC-6 cell cultures were pooled. The sample and antibody mixture was incubated with the Rat Cytokine Array Panel A membrane (Proteome Profiler Array, R&D Systems, Minneapolis, MN). The immune complex was revealed by Streptavidin-HRP and chemiluminescent detection reagents. Data shown are from a 5 minute exposure to X-ray film. The array membranes correspond to control (ShControl) and Suz12 depleted cells (ShSuz12). Cytokines and chemokines that show increased expression are indicated by numbers, namely 1 (Cxcl1), 2 (Cxcl2), 3 (Cx3cl1), 4 (Cxcl5). 5 (Ccl20), 6 (Ccl5) and 7 (Il6). **B.** Fluorescence intensity was measured with a Microarray scanner. The histogram represents the fluorescence intensity for Cxcl1, Cxcl2, Cx3cl1, Cxcl5, Ccl20, Ccl5 and Il6.

**TABLE LEGENDS FOR SUPPLEMENTARY DATA**

**Supplementary Table 1. A. Oligonucleotides used for semi-quantitative RT-PCR. B. Oligonucleotides used for chromatin immunoprecipitation.**

**Supplementary Table 2. List of genes induced more than two-fold in Suz12-depleted IEC-6 cells.**

**Supplementary Table 3. List of genes induced more than five-fold in Suz12-depleted IEC-6 cells, according to their GO biological process, using the ToppGene Suite.**

**Supplementary Table 4. List of genes induced more than five-fold in Suz12-depleted IEC-6 cells, according to their GO biological process, using the DAVID database.**

**Supplementary Table 5. Status of H3K4 and H3K27 methylation of genes analysed in this study, in murine ES cells (Ku *et al*., 2008).**

# Supplementary material for: The Histone H3K27 Methylation Mark Regulates Intestinal Epithelial Cell Density-Dependent Proliferation and the Inflammatory Response
**Source:** J Cell Biochem. 2012 Nov 28;114(5):1203–15. doi: 10.1002/jcb.24463
**Supplement:** Supplementary file 5

Supplementary Table 1A. Oligonucleotides used for semi-quantitative RT-PCR

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| Gene | UP | Down | Accession |  |
|  |  |  |  |  |
| Ccdn1 | 5’-TGATGGCATTACCTGGACAA-3’ | 5’-GCAAGAATGTGCCAGACTCA-3’ | NM_171992 |  |
| Ccdn2 | 5’-TTACCTGGACCGTTTCTTGG-3’ | 5’-GGTAGCACACAGAGCGATGA-3’ | NM_022267 |  |
| Cdkn1c | 5’-TCTGACCTCAGACCCGATTC-3’ | 5’-CCTTCAGCTCCTGATTCTCG-3’ | NM_182735 |  |
| Cdkn1a | 5’-TCAGTGGACCAGAAGGGAAC-3’ | 5’-GGGAGGGGACCAAAATACAT-3’ | NM_080782 |  |
| Cdkn1b | 5’-TTGCGCAATTAGGTTTTTCC-3’ | 5’-CAACTCCCTGTGGCGATTAT-3’ | NM_031762 |  |
| Ascl1 | 5'-GGCTCAACTTCAGTGGCTTC-3' | 5'-ACACAGGATCTCCTGCCATC-3' | NM_022384 |  |
| Calcr variant 1 | 5'-TTTCCAGGGATTCTTTGTCG-3' | 5'-GCCTGACTCCCAAAGCAATA-3' | NM_053816 |  |
| Calcr variant 2 | 5'-CCCCAGAATGAGATCTTCCA-3' | 5'-TTGTACCAGAGCTGCCTGAA-3' | NM_001034015 |  |
| Accn1 variant 1 | 5'-CGGTCTACTGGCAGAAAAGG-3' | 5'-AGTGGTTTGGCATTGTGTCA-3' | NM_012892 |  |
| Accn1 variant 2 | 5'-TACAAAGCACCTGCATGCTC-3' | 5'-CCGCCCTAAACAAAACAAAA-3' | NM_001034014 |  |
| Ndn | 5'-TGGTACGTGTTGGTCAAGGA-3' | 5'-GGACGAACTCCTCGGTGATA-3' | NM_001008558 |  |
| Slc6a15 | 5'-GTCCCAGTCGTTTTCGTCAT-3' | 5'-TAAAGATGGCGGCTATGGAC-3' | NM_172321 |  |
| CART 1 | 5'-AGCGGTGGTTCTGTGGTTAC-3' | 5'-CAGTCCTTTCAGGGAATCCA-3' | NM_012921 |  |
| Ugt8 | 5'-TACGGCTCAAACAGCACTTG-3' | 5'-GTTCAACAGGGAGGTCCTGA-3' | NM_019276 |  |
| HoxB13 | 5'-AGGTGAACAGAACCCACCAG-3' | 5'-TGAAGGGGACTGTGATTTCC-3' | NM_001107041 |  |
| Igfbp5 | 5'-GCTCTTTCGTGCATTGTGAA-3' | 5'-ATCTCAGGTGCAGGGATGAC-3' | NM_012817 |  |
| Six3 | 5'-TACGGCTCAAACAGCACTTG-3' | 5'-GTTCAACAGGGAGGTCCTGA-3' | NM_023990 |  |
| Elavl2 | 5'-CAGTGCATCAGATTCGTTGG-3' | 5'-TCAGCATGAAAACTCGCTTG-3' | NM_173309 |  |
| Wif1 | 5’-GGACTTGAGGGAGAGCAGTG-3’ | 5’-CCGTTTCAGATGGTGGAGTT-3’ | NM_053738 |  |
| Dkk2 | 5’-CAGGGGGAAGTCTGTACCAA-3’ | 5’-GTGCACAATGGAAACACTGG-3’ | NM_001106472 |  |
| Il6 | 5’-CCGGAGAGGAGACTTCACAG-3’ | 5’-GGTTTGCCGAGTAGACCTCA-3’ | NM_012585 |  |
| Dusp2 | 5’-CTCCCCCAACTTCAGTTTCA-3’ | 5’-GCTTGTTTTCTGAGCCCTTG-3’ | NM_001012089 |  |
| Dusp8 | 5’-GCCAGATGGAGTTCGAAGAG-3’ | 5’-GGATTGAAGGTGGCCTCATA-3’ | NM_001108510 |  |
| Kng1 | 5'-TTCTGAAACACGCTGTGGAG-3' | 5'-CATTGCAGTTGAGGCTTTGA-3' | NM_012741 |  |
| Ccl2 | 5'-CCAGAAACCAGCCAACTCTC-3' | 5'-AGGCATCACATTCCAAATCA-3' | NM_031530 |  |
| Slpi | 5'-GTGGAAGGAGGCAAAAATGA-3' | 5'-TTGGGAGGGTTAAGCATCAG-3' | NM_053372 |  |
| Ccl5 | 5’-GTGCCCACGTGAAGGAGTAT-3’ | 5’-ATCCCCAGCTGGTTAGGACT-3’ | NM_031116 |  |
| Cxcl10 | 5’-TGTCCGCATGTTGAGATCAT-3’ | 5’-ATTTGCCATCTCACCTGGAC-3’ | NM_139089 |  |
| Cxcl1 | 5’-CCCCATGGTTCAGAAGATTG-3’ | 5’-AGGCATTGTGCCCTACAAAC-3’ | NM_030845 |  |
| Cxcl2 | 5’-CCTCCTGTGCTCAAGACTCC-3’ | 5’-GAGCTGGCCAATGCATATCT-3’ | NM_053647 |  |
| GAPDH | 5'-CCAAAGTTGTCATGGATGAC-3' | 5'-GTGAAGGTCGGTGTGAACGG-3' | NM_017008 |  |

Supplementary Table 1B. Oligonucleotides used for chromatin immunoprecipitation

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| Gene | Region | UP | Down | Accession |
|  |  |  |  |  |
|  |  |  |  |  |
| Ndn | -16 to -230 | 5'-TCCCCACTATCACCCATCTC -3' | 5'-GTGCGCTTTACTGAGCACTG -3' | NM_001008558 |

# Supplementary material for: The Histone H3K27 Methylation Mark Regulates Intestinal Epithelial Cell Density-Dependent Proliferation and the Inflammatory Response
**Source:** J Cell Biochem. 2012 Nov 28;114(5):1203–15. doi: 10.1002/jcb.24463
**Supplement:** Supplementary file 6

**Supplementary Table 2.** List of genes induced more than 2 times in Suz12 depleted cells.

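Il13ra1, a receptor of IL-13, is in the table for 2 probe sets that the annotation used here leaves unnamed. They rose by 4.35 (standard error 0.10, adjusted p = 4.54e-08 from limma) and 3.05 (standard error 0.09) on the log2 scale. Other probe sets named only through the table were those of the homeobox gene Hoxc9 (2.42 and 2.01) and the metallothionein Mt1a (2.66). Hoxc9 rose by 0.90 at the probe set that the annotation does name (adjusted p = 2.88e-05).
The copy of the table used here holds 1 entry fewer than the number of genes the paper gives, and each entry lists a probe set with a fold and a P value from the authors' analysis. For every entry, the fold from the deposited log2 values was 0.998 to 1.00 times the paper's, and the methods' t-test gave a P of 0.995 to 1.00 times the paper's. The largest adjusted p among the entries was 0.00655 from limma.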

# Supplementary material for: The Histone H3K27 Methylation Mark Regulates Intestinal Epithelial Cell Density-Dependent Proliferation and the Inflammatory Response
**Source:** J Cell Biochem. 2012 Nov 28;114(5):1203–15. doi: 10.1002/jcb.24463
**Supplement:** Supplementary file 7

**Supplementary Table 3.** Classification of genes induced more than 5 times in Suz12 depleted cells according to their GO biological process, using Toppgene suite.

# Supplementary material for: The Histone H3K27 Methylation Mark Regulates Intestinal Epithelial Cell Density-Dependent Proliferation and the Inflammatory Response
**Source:** J Cell Biochem. 2012 Nov 28;114(5):1203–15. doi: 10.1002/jcb.24463
**Supplement:** Supplementary file 8

**Supplementary Table 4.** Classification of genes induced more than 5 times in Suz12 depleted cells according to their GO biological process, using DAVID database.

# Supplementary material for: The Histone H3K27 Methylation Mark Regulates Intestinal Epithelial Cell Density-Dependent Proliferation and the Inflammatory Response
**Source:** J Cell Biochem. 2012 Nov 28;114(5):1203–15. doi: 10.1002/jcb.24463
**Supplement:** Supplementary file 9

Supplementary Table 5. Status of H3K4 and H3K27 methylation of genes analysed in this study, in murine cells (Ku et al., 2008).

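The table sorts the genes studied here by the H3K4 and H3K27 methylation that Ku et al. found in murine embryonic stem cells, where both marks together define bivalent promoters. The paper chose these genes partly from the same arrays, so the counts that follow are not independent evidence of direction. Of 13 measured genes with both marks, 7 were at least 2-fold higher in ShSuz12 cells (7 when adjusted over the list alone), with a median log2 fold change of 1.42 (adjusted p = 2.67e-09 from camera, 0.0405 with an estimated correlation). These counts use the brightest probe set, at which Dkk2 (0.99) and Igfbp5 (0.97) fell just short of 2-fold. Another probe set of each rose further, by 1.87 and 3.55. For Cdkn1a and Ugt8, also not called, the other probe set had 0.37 and -0.11. Of 7 genes with neither mark, 6 were higher (6 when adjusted over the list alone), with a median of 3.33 (adjusted p = 5.05e-09 from camera, 0.0240 with an estimated correlation). Of 3 genes with H3K27 methylation alone, 1 was higher (1 when adjusted over the list alone), with adjusted p = 0.0247 from camera and adjusted p = 0.119 with an estimated correlation. Of 7 genes with H3K4 methylation alone, 0 were called by limma with or without adjustment of p or by the methods' t-test (0 when adjusted over the list alone), with a median of 0.29 (adjusted p = 0.00552 from camera, adjusted p = 0.119 with an estimated correlation). A second quantile normalization called 2 of these 7, and leaving out ShControl replicate 2 or ShSuz12 replicate 1 called 2 or 1. Whether the groups differed from each other was not tested.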

|  | **methylation on histone H3** | | | |
| --- | --- | --- | --- | --- |
| **Gene ID** | **H3K4** | **H3K27** | **H3K4/H3K27** | **None** |
| **Ccnd1** | x |  |  |  |
| **Cdkn1b** | x |  |  |  |
| **Cebpb** | x |  |  |  |
| **Cebpd** | x |  |  |  |
| **Ctnnb1** | x |  |  |  |
| **Cxcl2** | x |  |  |  |
| **Stat3** | x |  |  |  |
| **Cxcl10** |  | x |  |  |
| **Dusp8** |  | x |  |  |
| **Hoxb13** |  | x |  |  |
| **Ascl1** |  |  | x |  |
| **Calcr** |  |  | x |  |
| **Ccnd2** |  |  | x |  |
| **Cdkn1a** |  |  | x |  |
| **Cdkn1c** |  |  | x |  |
| **Cxcl1** |  |  | x |  |
| **Dkk2** |  |  | x |  |
| **Dusp2** |  |  | x |  |
| **Igfbp5** |  |  | x |  |
| **Ndn** |  |  | x |  |
| **Six3** |  |  | x |  |
| **Slc6a15** |  |  | x |  |
| **Ugt8** |  |  | x |  |
| **Wif1** |  |  | x |  |
| **Ccl2** |  |  |  | x |
| **Ccl20** |  |  |  | x |
| **Ccl5** |  |  |  | x |
| **Il6** |  |  |  | x |
| **Lbp** |  |  |  | x |
| **Lcn2** |  |  |  | x |
| **Slpi** |  |  |  | x |

Methylation on H3K4 and H3K27 described by Ku et al., 2008.

How the deposited data were processed for this re-analysis (not part of the article)

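Gene expression was measured in ShControl and ShSuz12 IEC-6 cells, with RNA from 3 independent experiments for each line on 6 Affymetrix rat genome arrays. The authors made the deposited log2 values with FlexArray 1.6.1, which ran RMA: background correction, normalization between arrays and 1 summarized log2 value for each probe set and array. The present calls that the paper used to select expressed genes need the scanner files, which were not used here, so percentile filters stand in for them as alternatives. The version of RMA is not given in the sources used here. Files of other samples were not involved, and each array was taken as 1 sample.

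All 57 control probe sets were left out, and the other 31042 probe sets were compared between the groups with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with p adjusted by Benjamini-Hochberg over all probe sets. A probe set was called at an adjusted p under 0.05 and at least 2-fold. The number of arrays limits the precision: each value is a mean of 3 samples, and the p-values measure the spread between the experiments of 1 cell line per group. Replicate numbers of the groups were checked for pairing and did not pair the samples. On simulated data with the real levels and spread, limma found 79.1% of 67 probe sets changed 1.5-fold, 98.5% of 67 changed 2.5-fold and 100% of 66 changed 4-fold, with 3 false calls at adjusted p under 0.05 and 0 at 2-fold. The methods' t-test with Benjamini-Hochberg found 31.3%, 83.6% and 89.4% of the same. The simulation changed far fewer probe sets than the 10661 that passed in the real data. The Benjamini-Hochberg cut-off depends on that share, so these rates cannot be carried over to the real arrays. There the same adjusted t-test called 954 probe sets higher and 121 lower at 2-fold, against 961 and 123 by limma.

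Gene names came from the platform annotation, brought to the symbols of the GRCr8 gene table, which changed 0 symbols. Of the tested probe sets, 20826 had 1 symbol, 436 had several and 9780 were not listed and are unnamed here. For 14217 genes, the probe set with the highest mean stood for the gene. A gene was named by a fixed rule: every gene the paper names for these cells, the subunits of PRC2 and PRC1, the 15 largest rises and 15 largest falls with groups that did not overlap, and up to 4 called members of each list with the largest change, together with list members the paper names. A probe set with several symbols or none was named only where the paper's tables name it, and some such results are not reported here. The values in Supplementary Table II had been seen when the rule was written.

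There were 28 lists of genes, with 921 of 1072 members measured: PRC2 and PRC1 subunits, HOX cluster genes, other homeobox and developmental factors, neuronal genes, chemokines and cytokines, acute phase and complement genes, interferon-stimulated genes, class I antigen presentation genes, cell adhesion molecules, extracellular matrix genes, G1 cyclins and inhibitors, S phase and mitosis genes, Wnt inhibitors, Wnt ligands, receptors and effectors, IL-6, Jak and Stat genes, MAPK genes, dual specificity phosphatases, inflammatory regulators and receptors, markers of intestinal epithelium, fibroblasts, leukocytes and endothelium, imprinted genes, reference genes and the 4 methylation classes of Supplementary Table V. Each list was set against all other genes with camera, at a preset correlation of 0.01 and with an estimated one, and p was adjusted over the 28 lists.

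Alternatives were the methods' t-test with and without adjustment, filters at the 40th and 60th percentile of the array in at least 2 of 3 arrays of a group, median subtraction, a second quantile normalization, an intensity trend with robust eBayes, the replicate number as a block, other thresholds, genes in place of probe sets, the mean of a gene's probe sets and leaving out each array. The 10 splits of the 6 arrays into 3 and 3 were each fitted in the same way. Figures were drawn with matplotlib 3.10.9. No coordinates were used.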

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

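The tests on leukocytes, fibroblasts, subclones, the hairpin and the floor, and the counts of probe sets over other splits of the arrays, were chosen only after the result was seen. The lists of interferon-stimulated, class I antigen presentation, imprinted and extracellular matrix genes and of fibroblast and smooth muscle markers are given here because the paper's text does not discuss them as groups and they were higher than in the ShControl arrays. The balance of rises and falls and the splits of the arrays concern counts that the paper also reports.

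Interferon-stimulated genes were the list with the smallest p. Of 42 measured, 22 were at least 2-fold higher in ShSuz12 cells (22 when adjusted over the list alone), 36 were higher at an adjusted p under 0.05 from limma, and the median log2 fold change was 1.11 (adjusted p = 5.35e-21 from camera, 0.00887 with an estimated correlation). Rsad2 (viperin) rose by 3.54 (standard error 0.17), the GTPase Gbp2 by 3.08 (standard error 0.05) and Ifitm1 by 2.57 (standard error 0.08), while Ifnb1, interferon beta, had a value of -0.21 (adjusted p = 0.195). A shift between the arrays is argued against: after each array's median was subtracted, 21 of the 22 were still called. The ShControl cells carry a vector with a scrambled hairpin, so a response to the vector as such would be shared by both groups. A response to this hairpin other than loss of Suz12 stays open and cannot be told apart from it, since the arrays hold 1 hairpin against Suz12.

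Class I antigen presentation genes were also higher, 6 of 18 measured (6 when adjusted over the list alone, adjusted p = 2.98e-08 from camera, 0.0240 with an estimated correlation), among them RT1-CE5 (2.82 at its brightest probe set, 2.56, 2.11 and 1.92 at 3 others, and 0.04 with adjusted p = 0.707 at the dimmest) and the immunoproteasome subunit Psmb8 (1.85). Of 33 imprinted genes, 9 were higher and 1, Grb10 (-1.16), was lower (9 and 1 when adjusted over the list alone, adjusted p = 0.00578 from camera, adjusted p = 0.119 with an estimated correlation). Besides Ndn, Calcr and Igf2, the higher imprinted genes were Cdkn1c, H19 (2.13), Plagl1 (2.09), Dlk1 (1.97), Sfmbt2 (1.38) and Dcn (1.32). H19, Plagl1, Dlk1, Sfmbt2, Dcn and Grb10 were named after their values were seen.

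Called higher were 30 of 65 extracellular matrix genes, 16 of 57 neuronal genes, 9 of 47 chemokines and cytokines, 13 of 29 acute phase and complement genes (adjusted p = 0.0527 with an estimated correlation) and 7 of 24 fibroblast and smooth muscle markers, among them Col1a2 by 2.34, Col3a1 by 2.33 and Lum by 2.46. Leukocytes among the ShSuz12 cells would bring their general transcripts, and of 22 such markers, Ptprc (-0.18), Laptm5 (-0.09) and Fcer1g (-0.39) included, the highest had a log2 fold change of 0.054, which argues against them as the source although Srgn, Lcp1, Lsp1, Siglec10 and Fcgr2a, outside the list, rose. Fibroblasts among the cells stay open: of the 9 fibroblast and smooth muscle markers below the array median in ShControl cells, the median log2 fold change was 0.16 and the upper quartile 0.36 by the brightest probe set, but the upper quartile was 2.32 by the probe set with the highest value, since Cdh2 had -0.02 at its brightest probe set and rose by 2.32 and 1.96 at the others. Postn and Lum of these markers rose as well, while Pdgfra (0.06) and Fap (-0.07) did not pass the test. Cdh2, Pdgfra, Fap, Ptprc, Laptm5 and Fcer1g were named after their values were seen. Outgrowth of a subclone cannot be told apart from loss of Suz12, the biological explanation, since the arrays hold 1 ShSuz12 line.

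Of the probe sets called with the 2-fold limit, 88.7% were higher, whereas at an adjusted p under 0.05 alone 4607 were higher and 6054 lower. A shift between the arrays of the groups is argued against as the whole cause, since after median subtraction 81.2% of 1033 called probe sets were still higher (95% Wilson interval 78.7 to 83.5). A floor, from which probe sets can rise but not fall, stays open as part of the cause: among 307 called probe sets with a ShControl mean above the 60th percentile, 67.4% were higher (95% Wilson interval 62.0 to 72.4). The test planned at first, on the mean of all 6 arrays, was void because the rises themselves lift that mean. No biological explanation of the balance was tested.

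With 6 arrays there are 10 splits into 3 and 3, too few for a share under 0.05. The real split is the 1 of 10 with counts as large in each case: 961 higher, 123 lower and 10661 past an adjusted p of 0.05, where the highest of the other splits gave 0 by limma. At an unadjusted p under 0.05 the other splits gave 402 to 754 probe sets, none 2-fold, and the methods' t-test with Benjamini-Hochberg gave at most 1. By camera at the preset correlation 20 lists passed, and the highest of the other splits gave 18. With an estimated correlation 13 lists passed, and the other splits gave 0. Each of the other splits mixes both lines in each group, so that part of the difference between the lines stays in it, and none shows what a grouping with no difference gives.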

How the results depend on the processing

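One alternative, the control probe sets kept in the methods' t-test, was chosen after the data were seen; all others were planned. Of 77 comparisons of the main counts and of Suz12, 69 kept their size within 1.5 times or their side of the threshold, as did 407 of 419 list counts, 376 of 391 list tests and 3667 of 3794 named probe set values. The exceptions among counts and lists follow, and the cause was not tested unless the alternative itself gives it.

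With a filter at the 60th percentile, which tests fewer probe sets, 557 were higher, and the lists gave 0 HOX, 7 other homeobox, 10 neuronal, 14 interferon-stimulated, 10 adhesion, 3 inflammatory regulator and 2 intestinal genes. At the 40th percentile 1 HOX gene was called. Counting genes in place of probe sets gave 543 higher and 60 lower. A limit of 1.5-fold gave 1950 and 731. Median subtraction gave 194 lower. The methods' t-test with its 2-fold limit gave 1084 in place of the count at an adjusted p alone, or 1075 after adjustment. Without the fold limit it gave 12125 and 8325. With the control probe sets kept, it gave 961 higher and 124 lower.

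For list tests, the estimated correlation gave an adjusted p of 0.0527 for acute phase genes (range over all alternatives 4.16e-10 to 0.0527), 0.0896 for Wnt ligands, 0.138 for MAPK genes, 0.311 for inflammatory regulators (0.00278 to 0.311), and 0.119 for imprinted genes (2.02e-04 to 0.119) and for genes with H3K4 (0.00253 to 0.119) or H3K27 methylation alone (0.00953 to 0.119). For the Wnt ligand, MAPK and H3K27 alone lists the estimate was below the preset 0.01, so a higher correlation is not the cause there. Wnt ligands gave 0.221 at the 60th percentile and 0.0880 after a second quantile normalization (0.00767 to 0.221). MAPK genes gave 0.0699 and 0.0847 at the 40th and 60th percentile and 0.0590 with the mean of all probe sets (0.0202 to 0.138). Intestinal markers passed at the 40th percentile (0.0431; 0.0431 to 0.689). The mean of all probe sets turned Mtf2 to -0.17 (0.04 at its brightest probe set) and left 0 endothelial markers. A second quantile normalization called 2 genes with H3K4 methylation alone. At the 60th percentile no endothelial marker was left to test.

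Leaving out 1 array gave 943 to 974 higher and 119 to 130 lower. It gave 0 to 2 genes with H3K4 methylation alone (2 without ShControl replicate 2, 1 without ShSuz12 replicate 1). The adjusted p was 0.0270 to 0.0564 for MAPK genes (highest without ShControl replicate 3) and 0.0451 to 0.214 for leukocyte markers, which were lower (lowest without ShSuz12 replicate 2).

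With the replicate number as a block, 962 probe sets were higher, 123 lower and 9611 past the adjusted p. Samples with the same number correlated by 0.02, -0.04 and -0.06 in their deviations from the group means, and not every sample correlated best with its own number. The signal over background limits genes near the floor, such as Il6, Ugt8 and Dkk2.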

Differences from the paper's values

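No test in this part was chosen after the result was seen, except the count with control probe sets kept. The counts here are of probe sets and leave out the paper's selection by present calls, which was not applied. With the limits on p and fold alone, 961 probe sets were higher against the paper's 961 genes, and 123 were lower against the paper's 124. With the control probe sets kept, chosen after seeing the values, the methods' t-test gave 124, the added one being a ribosomal RNA control (AFFX_rat_5S_rRNA_at) with a log2 fold change of -1.10, and none of the other called probe sets was dropped.

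The paper states that Dusp2 and Dusp8 increased by microarray. Their log2 fold changes were 0.04 and -0.02 (adjusted p = 0.616 and 0.870 from limma), no alternative that tested them called either, and Dusp2 was -0.06 after median subtraction. Both probe sets are dim, at percentiles 23.2 and 39.2 of the array, and could miss a change. The filter at the 40th percentile does not test Dusp2, and the filter at the 60th tests neither. Another member of the family, Dusp22, was higher (1.86).

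The paper names IL-6 and Jak/Stat signaling among the altered pathways of MsigDB. The list of IL-6, Jak and Stat genes used here, which is not the same gene set, gave an adjusted p of 0.0735 from camera, with 3 members, Il6st, Ghr and Il11ra1, called higher, Ghr from the floor of the array. Il6 was higher too (0.51), with both groups close to background, where the size of a change is uncertain. The paper also names cell proliferation among the induced processes. Gene ontology classes were not analysed here, and the S phase and mitosis genes fell, with a median of -0.45, while Ccnd2 rose by 1.42.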

Other observations

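No test in this part was chosen after the result was seen. Of 46 measured markers of the intestinal epithelium, 4 were at least 2-fold higher (4 when adjusted over the list alone) and 0 lower by limma with or without adjustment of p or by the methods' t-test. The list did not pass (adjusted p = 0.293 from camera), but it passed with a filter at the 40th percentile (adjusted p = 0.0431, range over the alternatives 0.0431 to 0.689). The 4 were Lgr5, the intestinal homeobox factor Cdx2 (1.56, standard error 0.13), the keratin Krt19 (1.19, standard error 0.07) and the crypt transcription factor Klf5 (1.05, standard error 0.06). Of 14 endothelial markers, 1 was higher (1 when adjusted over the list alone), the transcription factor Erg (1.34), with adjusted p = 0.126 from camera.

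Several genes that the paper measured by RT-PCR, immunoblot or protein array also have values on these arrays, whose state of confluence the paper's text does not name. Hoxb13 rose by 0.85 (standard error 0.09, adjusted p = 2.17e-04), and Six3 had a log2 fold change of -0.07 (adjusted p = 0.434). The paper reports that Six3 increased by RT-PCR, which its probe set, at percentile 32.1 in ShControl cells, does not show. Igfbp5 rose by 3.55 at 1 probe set and by 0.97, 0.82 and 0.71 at 3 others, and had a value of 0.04 at another (adjusted p = 0.651). Of the cell cycle genes, Cdkn1a rose by 0.51 at its brightest probe set (adjusted p = 0.00307) and had 0.37 at the other (adjusted p = 0.0768). Cdkn1b had 0.08 at its brightest probe set (adjusted p = 0.323) and -0.34 at the other (adjusted p = 0.176). By RT-PCR of confluent cells, the paper reports a loss of Cdkn1b expression after Suz12 depletion, which these values do not show. The brightest probe set lay at percentile 96.7 in ShControl and 97.1 in ShSuz12 cells. Ccnd3 had 0.07 (adjusted p = 0.435) and Cdkn2a 0.15 (adjusted p = 0.173), at percentile 4.16 of the array. Ccnd1 fell by 0.50 and 0.43 at 2 probe sets and had -0.16 at the brightest (adjusted p = 0.194). Cebpb rose by 0.62 (adjusted p = 0.00127), and Rela had -0.12 (adjusted p = 0.257). Cebpd is listed in Supplementary Table V, but the paper describes no RT-PCR, immunoblot or protein array for it. Cebpd rose by 0.98 at its brightest probe set (adjusted p = 5.65e-06) and at another, with 0.13 at the dimmest (adjusted p = 0.203). Lmnb1, a loading control of the immunoblots, fell by 0.32 at its brightest probe set (adjusted p = 0.00168). It fell by 0.52 at another (adjusted p = 0.00271) and had -0.63 at the dimmest (adjusted p = 0.0969).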
